# Dissociating Mechanisms That Underlie Seasonal and Developmental Programs for the Neuroendocrine Control of Physiology in Birds

**DOI:** 10.1523/ENEURO.0154-23.2023

**Published:** 2024-04-08

**Authors:** Timothy Adam Liddle, Gaurav Majumdar, Calum Stewart, Maureen M. Bain, Tyler John Stevenson

**Keywords:** *Coturnix japonica*, MBH, Oxford Nanopore RNA sequencing, photoperiod, pituitary gland, seasonality

## Abstract

Long-term programmed rheostatic changes in physiology are essential for animal fitness. Hypothalamic nuclei and the pituitary gland govern key developmental and seasonal transitions in reproduction. The aim of this study was to identify the molecular substrates that are common and unique to developmental and seasonal timing. Adult and juvenile quail were collected from reproductively mature and immature states, and key molecular targets were examined in the mediobasal hypothalamus (MBH) and pituitary gland. qRT-PCR assays established deiodinase type 2 (*DIO2*) and type 3 (*DIO3*) expression in adults changed with photoperiod manipulations. However, *DIO2* and *DIO3* remain constitutively expressed in juveniles. Pituitary gland transcriptome analyses established that 340 transcripts were differentially expressed across seasonal photoperiod programs and 1,189 transcripts displayed age-dependent variation in expression. Prolactin (*PRL*) and follicle-stimulating hormone subunit beta (*FSHβ*) are molecular markers of seasonal programs and are significantly upregulated in long photoperiod conditions. Growth hormone expression was significantly upregulated in juvenile quail, regardless of photoperiodic condition. These findings indicate that a level of cell autonomy in the pituitary gland governs seasonal and developmental programs in physiology. Overall, this paper yields novel insights into the molecular mechanisms that govern developmental programs and adult brain plasticity.

## Significance Statement

Seasonal physiology is pervasive in the animal kingdom. While much is known regarding how the brain perceives annual changes in daylength (also referred to as photoperiod) and dynamics of the neuroendocrine control of seasonal physiology in adult animals, studies in juveniles are limited. Here, we assess genome-wide and targeted transcriptomic changes in the pituitary gland, a key brain region connecting photoreception with physiological plasticity in adult and juvenile Japanese quail. The analyses identified several novel transcripts that are correlated with photoperiod- and developmental programs in seasonal physiology. The findings demonstrate a level of pituitary gland cell specificity for the regulation of both development and reproductive fitness that is dependent on both age and experienced photoperiod.

## Introduction

Seasonal and developmental programs in the neuroendocrine control of reproductive physiology in mammals and birds are well characterized (Stevenson et al., 2012a,b; Plant, 2015; Stevenson et al., 2017). However, very few studies have directly compared the similarities and differences in how the hypothalamus governs these long-term changes in physiology. Animals in temperate regions experience variable environmental conditions within and across seasons, including changes in daylength, ambient temperature, and availability of food (Sharp, 1996; Hau, 2001). The annual change in daylength, referred to as photoperiod, is a powerful signal that animals use as a predictive cue to anticipate environmental conditions ideal for breeding (Bradshaw and Holzapfel, 2007; Wood and Loudon, 2014; Payton et al., 2017; Stevenson et al., 2022). In most mammals, the nocturnal duration of melatonin secretion from the pineal gland provides a physiological code of photoperiod and drives many molecular, cellular, and morphological changes in the median eminence and pituitary gland (Wood and Loudon, 2014; Stevenson et al., 2022). Conversely, birds have photoreceptors located deep in the hypothalamus that directly detect light stimulation to drive photoperiod-induced changes in seasonal physiology (Stevenson and Ball, 2012; Pérez et al., 2019, 2023; Liddle et al., 2022). Despite these markedly different neuroendocrine control mechanisms, the pituitary gland is a conserved anatomical structure that provides the essential gating mechanism to permit and inhibit communication from the hypothalamus to peripheral tissues (e.g., gonads).

Juvenile animals have a heightened sensitivity to the effects of photoperiod on reproductive physiology. Siberian hamsters raised in long summer-like photoperiods initiate puberty at approximately postnatal day 21 (Spears et al., 1990). Transfer of hamsters to short winter-like photoperiods induces a rapid inhibition of gonadal development resulting in gonadal involution in <7 d (Prendergast et al., 2004). A single subcutaneous injection of melatonin to weaned hamsters (i.e., postnatal day18) is sufficient to prevent gonadal growth, despite being housed in stimulatory long photoperiods (Prendergast et al., 2013). Similarly, Japanese quail reared in long stimulatory photoperiods reach sexual maturity by 28–35 d posthatch (Follett, 1976). Birds that are transferred to shorter photoperiods (e.g., 12 light, 12 dark) delay gonadal growth by up to 2 weeks (Follett and Maung, 1978), and photoperiods <12 h light completely prevent reproductive maturation (Follett and Sharp, 1969; Abdelnabi and Ottinger, 2003).

Only a few studies have examined how photoperiod manipulations early in development impact the neuroendocrine regulation of reproductive physiology. In adult birds and mammals, the expression of deiodinase enzymes, deiodinase type 2 (*DIO2*) and deiodinase type 3 (*DIO3*), is a molecular signature of a photoperiodic state (Nakane and Yoshimura, 2014; Rani and Kumar, 2014). Long photoperiods increase *DIO2* expression, which catalyzes the conversion of inactive thyroxine (T4) into active triiodothyronine (T3), and short photoperiods initiate the reversal by stimulating *DIO3* expression and reducing hypothalamic triiodothyronine (Yoshimura et al., 2003; Barrett et al., 2007). In juvenile Siberian hamsters, transfer to short photoperiods or subcutaneous injections of melatonin rapidly increases *DIO3* expression in the mediobasal hypothalamus (MBH; Prendergast et al., 2013; Sáenz de Miera et al., 2017). Whether similar rapid changes occur in juvenile birds is currently unknown. Resolving whether *DIO3* or *DIO2* display an augmented sensitivity to photoperiodic cues early in development is important to develop our understanding of conserved neuroendocrine pathways that underlie photoperiod and developmental programming of seasonal physiology.

Seasonal and reproductive maturation requires the release of gonadotropin-releasing hormone (*GnRH*) into the hypophyseal portal system, allowing for transport into the pituitary gland where GnRH acts on gonadotrophs to stimulate the release of luteinizing hormone (*LH*) and follicle-stimulating hormone (*FSH*; Stevenson et al., 2012a,b). Therefore, the pituitary gland can be viewed as the final mediator between seasonal and developmental programming of seasonal physiology. The objectives of this study were twofold. First, the expression profiles of *DIO2* and *DIO3* in the MBH tissue were examined in adult and juvenile Japanese quail held in long or short photoperiods. The findings indicate neither *DIO2* nor *DIO3* show a similar pattern in adults compared with juveniles suggesting a clear dissociation between developmental programming and seasonal photoperiodic regulation of deiodinase expression. The second objective was to identify seasonal and developmental programmed changes in the pituitary gland. Oxford Nanopore RNA sequencing was conducted to produce a pituitary transcriptome and enable a comprehensive overview of age- and light-dependent molecular changes. The data described herein suggest cellular specificity in how the pituitary gland controls long-term programs in physiology.

## Materials and Methods

### Animals and ethical permissions

Japanese quail were purchased from MoonRidge Farms, Exeter. Five-week-old male quail (*n* = 12) were housed on a 16 L:8 D (L, light; D, dark) light schedule. All birds were provided Farmgate layers pellets and tap water *ad libitum*. Two-day-old Japanese quail eggs (*n* = 40) were placed in an incubator (Brinsea OVA Easy Advance 380; temperature, 37.5°C; relative humidity, 50–60%) until hatching (16–18 d). Hatched chicks (*n* = 8 males, *n* = 3 females) were moved to quail pens provided with heat lamps (37.5°C) and provided blended Heygates Superstarter Crumb and tap water *ad libitum*. Animal research was conducted according to the ARRIVE guidelines and Home Office–approved project and establishment licenses. All animal procedures were performed in accordance with the relevant establishment's animal care committee regulations.

### Experimental design

Five-week-old birds were acclimated to a long photoperiod for 2 weeks. Then birds were placed on nonstimulatory photoperiods to induce gonadal involution and collected in short days (8 L) after 8 weeks. A subset of the short-day birds (*n* = 6) was humanely killed using cervical dislocation followed by decapitation. Another group (*n* = 6) was placed on stimulatory photoperiods to induce gonadal growth and collected in a long photoperiod after 8 weeks. Newly hatched juveniles were acclimated to a long photoperiod for 5 d. Birds were divided into two groups pseudorandomly assigned in either a long (16 L, *n* = 6) or short photoperiod (8 L, *n* = 5) for 5 d. The 16 L juvenile group contained four males and two females, whereas the 8 L juvenile group contained four males and one female. On posthatch day 10, chicks were killed by cervical dislocation followed by decapitation. For all birds, brain and pituitary tissues were frozen on dry ice and stored at −70°C. During collections, the pituitary stalk was severed, leaving the pars tuberalis attached to the MBH. Pituitary tissue including the pars distalis, retained for both qRT-PCR analyses and sequencing, was dissected from the sella turcica. Testis length was measured using calipers to the nearest 0.01 mm. Ovary length of the three female chicks was measured to confirm the photoperiod state. Birds were assigned a fat score from 0 to 5 based on a scale established in white-crowned sparrows (Wingfield and Farner, 1978).

### Whole-brain dissections

To isolate the MBH/hypothalamic regions, a brain matrix was used within a cryostat chamber. Previously published anatomical coordinates acted as guidance for dissection (Nakao et al., 2008; Stevenson et al., 2012a,b). Brains were positioned ventral side up and oriented with the caudal direction facing upward. The MBH was dissected using a brain matrix. First, a 3 mm coronal section from the optic chiasm in a posterior direction was performed. Then 2 mm lateral cuts and a 2 mm dorsal cut were conducted to isolate the MBH. This dissection protocol reliably isolates the MBH in Japanese quail (Majumdar et al., 2023). Brains were then returned to −70°C.

### RNA extraction and cDNA synthesis

For all samples, RNA was extracted using TRIzol reagent following the manufacturer’s protocol. RNA was then purified using an RNEasy MinElute cleanup kit (Qiagen). RNA quality and purity were measured with NanoDrop ND-100 (NanoDrop Technologies). Both pituitary gland and hypothalamic RNA were retained for cDNA synthesis and qRT-PCR analyses; however, some pituitary gland RNA were also retained for direct use in RNA sequencing. cDNA was synthesized from TRIzol-extracted RNA using a reaction mixture containing 4 μl ∼50 ng/μl total RNA (∼200 ng total), 2 μl 5× first-strand buffer (Thermo Fisher Scientific), 1 μl DTT (10 mM), 0.2 μl 20 mM random primers (Promega), 0.2 μl 20 mM dNTP mix (Thermo Fisher Scientific), 0.26 μl RNasin ribonuclease inhibitor (Promega), 0.26 μl SuperScript III reverse transcriptase (Thermo Fisher Scientific), and 2.08 μl RNase-free water. The reaction mixture was incubated at 42°C for 1 min followed by 50°C for 1 h. cDNA mixtures were diluted in LOTE buffer (3 mM Tris-HCl (Thermo Fisher Scientific) and 0.2 mM EDTA (Sigma-Aldrich) before storage at −20°C.

### qRT-PCR procedure

Transcription levels of target genes were quantified using SYBR Green Real-Time PCR master mix (Thermo Fisher Scientific) and specific primer sequences for amplification (Table 1). cDNA samples were amplified using an Agilent Stratagene Mx3000p under the following conditions: (1) denaturing: 95°C for 10 min; (2) cycling: 45 times through a 95°C denature for 30 s, an annealing temperature for 1 min (primer specific), and an extension of 72°C for 1 min. A melting curve assay after the qRT-PCR amplification consisted of increasing from 55°C, held for 30 s, to 95°C. PCR Miner was used to quantify cycling times, reaction efficiency, and sample variability (Zhao and Fernald, 2005). ß-Actin was chosen as the reference gene for quantification of targeted transcript expression. The standard ΔΔCt method was used to produce fold change in gene expression (2^−ΔΔCt^), with the adult 8 L group acting as the reference for the calculation of the ΔΔ value.

**Table 1.** Targeted qRT-PCR primer sequences and specifications, including forward and reverse primer sequences, annealing temperature, melting temperature, and expected product sizes for *DIO2*, *DIO3*, *OPN5*, *LHβ*, *FSHβ*, *PRL*, and *GH*

Gene	Primer	Annealing temperature (°C)	Melting temperature (°C)	Length (bp)
*DIO2*	CGCCTACAAGCAGGTCAAAC	60	82	242
	CACACTTGCCACCAACACTCTT			
*DIO3*	AGGCTCTCTTCCTTCGGGAT	60	83	180
	TAGCACTTGCTAGGCAGCAC			
*OPN5*	ATGGCATCAGACTGCAACTCC	60	84	499
	AAGGAACAGTAGCCCAGAACG			
*LHΒ*	TTTACCGCAGCCCTTTGGGT	60	87	125
	AGAGCCACGGGTAGGATGACTTT			
*FSHΒ*	CTGCGGTGACCATCCTGAATCTTT	62	85	396
	GCTTCCATTGTGACTGAAGGAGCA			
*PRL*	AATGAAACCCCGACCCTGAG	60	79	630
	CCCCTAGTGCAACTTGAGACC			
*GH*	GCTGCCGAGACATACAAAGAG	60	81	109
	GAGCTGGGATGGTTTCTGAG			
ß-actin	AATCAAGATCATTGCCCCAC	60	84	114
	TAAGACTGCTGCTGACACC			

### Oxford Nanopore RNA sequencing procedure

TRIzol-extracted RNA was sequenced using a GridION (Oxford Nanopore Technologies) after processing using the protocol outlined in the Oxford Nanopore Technologies PCR-cDNA sequencing barcoding kit (SQK-PCB109). Raw Fast5 reads were base called and demultiplexed using the guppy base caller before removing adapters from reads and filtering long reads (>25 bp) using Porechop and Filtlong, respectively. The parameters for each sequencing assay included running at a voltage of −180 mV for 72 h. Gene transcripts were aligned to a reference *Coturnix japonica* genome (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_001577835.1/) before using Salmon to quantify transcript expression levels. EdgeR was used to identify differentially expressed genes based on their significance value (*p* < 0.01). For analyses comparing all groups, the adult 8 L group was chosen as the reference for comparison.

### Gene ontology

Functional annotation of transcripts identified by Oxford Nanopore RNA sequencing was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID, Sherman et al., 2022). Significantly differentially expressed transcripts across both photoperiod and age were categorized using the functional annotation chart tool.

### Statistical analyses and plots

All raw data are provided in extended data (Extended Data Table 2-1). Two-way ANOVA was conducted on testis length, fat score, and hypothalamic *DIO2* and *DIO3* expression. EdgeR was used to determine statistically significant differentially expressed transcripts in the pituitary gland (Robinson et al., 2010; McCarthy et al., 2012; Chen et al., 2016). For the testis length and fat score measures, the three juvenile females were omitted from the analyses. All plots were created in RStudio (R Core Team, 2013; RStudio Team, 2015) using the ggplot2 package, and figures were created using Adobe Illustrator. For all statistical analyses, a *p*-value of <0.05 [and a false discovery rate (FDR) < 0.2, where applicable] was defined as the statistical cutoff for significance. This FDR significance threshold was determined based on the knowledge that *FSHβ* is significantly upregulated in long day adults.

## Results

### Short photoperiods induce gonadal and adipose involution in adult and juvenile quail

Two-way ANOVA identified that short photoperiod significantly reduced testis length in adult and juvenile quail (Fig. 1*a*, Table 2). The accompanying table includes *F*- and *P*- statistics for all two-way ANOVA analyses in both Figures 1 and 3. Adult quail had significantly larger testes compared with juveniles. There was a significant interaction suggesting photoperiod effects were larger in adults compared with juvenile birds. Two females in long photoperiod had large ovaries (0.49 and 0.57 cm), and the single female in short photoperiod had a regressed ovary (0.13 cm); however, it was not possible to collect data regarding follicular development. Short photoperiod also reduced adipose tissue indicated by lower fat scores compared with birds in long photoperiod (Fig. 1*b*). Juvenile quail had lower fat scores compared with adult birds. There was no significant photoperiod by development interaction. All three juvenile females, omitted from the fat score analyses, had a fat score of 3.

**Figure 1.**
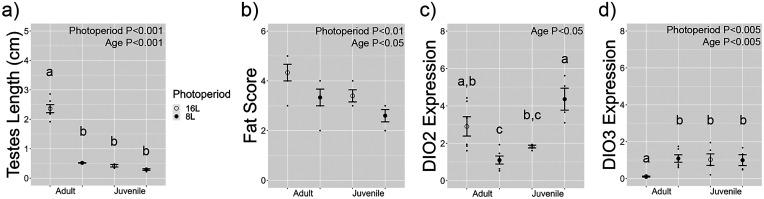
Long photoperiods induce physiological and hypothalamic neuroendocrine change associated with reproduction in adult and juvenile Japanese quail. ***a***, Measurements of testis length showed a significant interaction between photoperiod and age. ***b***, Fat score ratings, as established by Wingfield and Farner, were overall higher in adults and in 16L photoperiod conditions. ***c***, qRT-PCR analyses show a significant photoperiod by age interaction on *DIO2* expression in the MBH. ***d***, A significant photoperiod by age interaction was also found in MBH *DIO3* expression. Physiological and transcriptomic data from qRT-PCR were analyzed by two-way ANOVA and Tukey's HSD with an *α* value of *p* = 0.05. The letters above each group indicate pairwise comparisons by Tukey's HSD where appropriate.

**Table 2.** Summary of two-way ANOVA analyses associated with Figures 1 and 3, including *F*- and *P*-statistics associated with the main effects of photoperiod and age, and their interaction, on testis length, fat score, and the expression of *DIO2*, *DIO3*, *FSHβ*, *LHβ*, *PRL*, *GH*, and *OPN5E*

	Photoperiod	Age	Photoperiod:age
Testis length	*F*_(1,15)_ = 198.46, *p* = 4.69 × 10^−10^***	*F*_(1,15)_ = 112.75, *p* = 2.26 × 10^−8^***	*F*_(1,15)_ = 81.17, *p* = 1.94 × 10^−7^***
Fat score	*F*_(1,16)_ = 9.23, *p* = 7.83 × 10^−3^**	*F*_(1,16)_ = 6.15, *p* = 2.46 × 10^−2^*	*F*_(1,16)_ = 0.00, *p* = 1.00 n.s.
*DIO2*	*F*_(1,16)_ = 0.77, *p* = 3.94 × 10^−1^ n.s.	*F*_(1,16)_ = 6.94, *p* = 1.81 × 10^−2^*	*F*_(1,16)_ = 22.12, *p* = 2.4 × 10^−4^***
*DIO3*	*F*_(1,17)_ = 10.78, *p* = 4.38 × 10^−3^**	*F*_(1,17)_ = 13.40, *p* = 1.94 × 10^−3^**	*F*_(1,17)_ = 15.30, *p* = 1.12 × 10^−3^**
*FSHβ*	*F*_(1,17)_ = 17.69, *p* = 5.95 × 10^−4^***	*F*_(1,17)_ = 29.54, *p* = 4.45 × 10^−5^***	*F*_(1,17)_ = 0.83, *p* = 3.75 × 10^−1^ n.s.
*LHβ*	*F*_(1,17)_ = 9.47, *p* = 6.83 × 10^−3^**	*F*_(1,17)_ = 74.37, *p* = 1.29 × 10^−7^***	*F*_(1,17)_ = 4.68, *p* = 4.51 × 10^−2^*
*PRL*	*F*_(1,17)_ = 9.27, *p* = 7.34 × 10^−3^**	*F*_(1,17)_ = 14.64, *p* = 1.35 × 10^−3^**	*F*_(1,17)_ = 1.92, *p* = 1.83 × 10^−1^ n.s.
*GH*	*F*_(1,16)_ = 3.46, *p* = 8.14 × 10^−2^ n.s.	*F*_(1,16)_ = 21.48, *p* = 2.75 × 10^−4^***	*F*_(1,16)_ = 5.67, *p* = 3.00 × 10^−2^*
*OPN5*	*F*_(1,16)_ = 17.01, *p* = 7.96 × 10^−4^***	*F*_(1,16)_ = 24.79, *p* = 1.36 × 10^−4^***	*F*_(1,16)_ = 0.05, *p* = 8.21 × 10^−1^ n.s.

Additional data relating to these analyses are provided in Extended Data Tables 2-1–2-3.

Nonsignificant *p*-values are indicated by “n.s.,” *p*-values <0.05 are indicated by “*,” <0.01 by “**,” and <0.001 by “***.”

10.1523/ENEURO.0154-23.2023.t2-1 Table 2-1 Raw data including physiology measurements, MBH and pituitary qPCR fold changes in gene expression, and pituitary RNA-sequencing differential expression data generated using edgeR. Differential expression analyses include those relating to simultaneous comparison of all groups, age comparisons, and photoperiod comparisons. Download Table 2-1, XLS file.

10.1523/ENEURO.0154-23.2023.t2-2 Table 2-2 Functional pathway analyses comparing 8L birds with 16L birds using the Database for Annotation, Visualization and Integrated Discovery (DAVID, Sherman et al 2022). Categories and functional analysis terms have been reported alongside associated gene count, significance levels, and a total list of significantly differentially expressed genes within each category. Download Table 2-2, XLS file.

10.1523/ENEURO.0154-23.2023.t2-3 Table 2-3 Functional pathway analyses comparing juvenile birds with adult birds using the Database for Annotation, Visualization and Integrated Discovery (DAVID, Sherman et al 2022). Categories and functional analysis terms have been reported alongside associated gene count, significance levels, and a total list of significantly differentially expressed genes within each category. Download Table 2-3, XLS file.

### Age-dependent photoperiodic changes in hypothalamic deiodinase expression

Two-way ANOVA identified a significant photoperiod by age interaction for hypothalamic *DIO2* expression (Fig. 1*c*, Table 2). Overall, there was no significant main effect of photoperiod on *DIO2* expression. There was a significant effect of age on *DIO2* expression. There was a significant interaction for hypothalamic *DIO3* expression (Fig. 1*d*). There was also a significant main effect of photoperiod and age. These findings suggest that *DIO2* and *DIO3* are highly sensitive to photoperiodic state in adult quail with significantly higher levels in long photoperiod and short photoperiod, respectively. Surprisingly, *DIO2* was observed to be significantly elevated in short photoperiods in juvenile birds. *DIO3* expression levels were similar in both long and short photoperiod conditions.

### Photoperiod- or developmental-induced changes in transcript expression in the pituitary gland

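Pituitary glands of 19 Japanese quail were sequenced, with 1 library per bird: 5 adults and 4 juveniles kept under 16 h of light a day (16L) and 5 adults and 5 juveniles kept under 8 h (8L). The adults had spent 56 days in their photoperiod and were all males. By the paper's methods the 16L adults had first been kept under short days and were collected later than the 8L adults. In adults, photoperiod therefore came together with light history and age. The juveniles were all kept under a long photoperiod for their first 5 days, then spent 5 days in their assigned one and were taken at posthatch day 10. Only the 8L juveniles thus changed photoperiod. The table of birds lists 2 of the 16L juveniles and 1 of the 8L juveniles as females. Complementary DNA was amplified by PCR, read on an Oxford Nanopore GridION, aligned with minimap2 and counted with Salmon. The values are estimated reads per transcript, not normalized. The 63260 transcripts listed were summed to 19562 gene symbols, so that a transcript in the comparisons stands here for 1 gene symbol. Of these symbols 11430 were found in the annotation of the quail genome, and none of the 5993 symbols that start with LOC was. Which annotation the counts rest on is therefore not known here, and the genes are given without positions.
Adult libraries held between 128509 and 4796665 counts and juvenile libraries between 90599 and 1074139. The group medians were 1249359 counts in 16L adults, 1042268 in 8L adults, 215566 in 16L juveniles and 408050 in 8L juveniles. Genes with a count numbered from 5382 to 16571 per library. Groups were compared on counts per 1000000 (CPM), and each comparison was fitted with edgeR's quasi-likelihood test on its own groups, after edgeR's filter on low counts and TMM normalization. The paper's threshold of an unadjusted p under 0.01 was kept for counts of genes, and genes are said to rise or fall only at a Benjamini-Hochberg adjusted p under 0.05. The paper's methods also name a p under 0.05 with a false discovery rate under 0.2. They state that this rate was set knowing that FSHß is higher in long-day adults. On simulated counts of the same depth, a 16-fold difference was recovered for 100% of the changed genes between adult groups and 84.9% between juvenile groups. A 4-fold difference was recovered for 79.3% between adult groups, 15.6% between juvenile groups, 37.2% between ages under 16L and 22.2% between ages under 8L. Between adult groups, 98 and 92 of 6919 simulated genes had been changed 16-fold and 4-fold. Adjustment is stricter where fewer genes differ, so these shares can be too high for comparisons with few calls. Intervals on ratios of counts are at 95% and, like the lower limits on folds, cover counting error only, since PCR copies are not independent molecules. Each lower limit sets 3 counts over the whole group in which a gene was not counted.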

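MT3, a metallothionein that binds zinc and copper, rose under 16L in adults. Its CPM was 247 ± 173 (SD, n = 5) under 16L and 5.19 ± 3.63 (SD, n = 5) under 8L, a log2 fold change of 5.29 (standard error 0.55, adjusted p = 7.94e-04 from edgeR). CGA, the alpha subunit shared by luteinizing hormone, follicle-stimulating hormone (FSH) and thyrotropin, stood at 20570 ± 2081 CPM under 16L and 7312 ± 1727 under 8L. Every 16L adult lay above every 8L adult in CGA (exact two-sided permutation test, p = 0.00794, the smallest that 5 birds against 5 allow, adjusted p = 0.0499 over 44 such tests). In CGA edgeR gave a log2 fold change of 1.46 (standard error 0.30, adjusted p = 0.333). FKBP5, a cochaperone of steroid hormone receptors, had 156 ± 42.0 CPM under 16L and 44.8 ± 11.7 under 8L (log2 fold change 1.72, standard error 0.30, adjusted p = 0.126). Of 7478 genes tested, MT3 and NTS, the gene of neurotensin, were the 2 past an adjusted p of 0.05. At the unadjusted threshold 50 passed, where evenly spread p values would give 74.8. The same fit on other splits of these birds into 2 groups gave a median of 27 and up to 94. The number past an adjusted p of 0.05 was 1 without adult 16L replicate 1, 4 or 5 or adult 8L replicate 1 or 5, and 4 without adult 16L replicate 2, while the number at p under 0.01 was 78 without adult 8L replicate 2. DESeq2 called CGA (adjusted p = 3.31e-05) and FKBP5 (2.3e-05), where the alternatives ran up to 1.00 for each gene.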

Our sequencing assays resulted in transcriptomes being produced with an average N50 value of approximately 1 kb and an average depth of 4.53. edgeR analyses identified 206 transcripts that were differentially expressed between long and short photoperiod treatments in adults (Fig. 2*a*; Extended Data Table 2-1). A total of 126 transcripts were upregulated, and 80 were downregulated in long compared with short photoperiod. 

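At p under 0.01, 39 genes were higher and 11 lower in 16L adults than in 8L adults. Among the higher ones were SDC1, a cell surface proteoglycan, with 29.0 ± 12.5 CPM (SD, n = 5) against 6.17 ± 3.15 (SD, n = 5), and PEX5L, a neuronal protein related to the peroxisomal import receptor, with 24.2 ± 6.55 against 3.30 ± 3.27. NELL2, a secreted protein of neural tissue, had 50.6 ± 11.6 CPM against 20.9 ± 6.20. On the lower side, TNFRSF11B, a decoy receptor that restrains osteoclasts, had 28.3 ± 14.1 CPM against 66.6 ± 11.7, RAPH1, a regulator of the actin cytoskeleton, 68.4 ± 25.2 against 174 ± 110, and TMSB4X, which binds actin monomers, 367 ± 82.4 against 664 ± 175. Adjusted p values were 0.525 for SDC1 and PEX5L, 0.766 for NELL2 and 0.999 for the 3 lower genes, and DESeq2 called SDC1 (0.0301), PEX5L (0.00794) and NELL2 (0.0349), each in a range that reaches 1.00.
The pituitary hormone genes, a list of 7 of which 6 passed the filter, were higher together under 16L (camera, adjusted p = 7.52e-05, and adjusted p = 0.0325 with an estimated correlation). Fry gave the list an adjusted p of 0.00951. None of the 6 passed over all genes, and 3 were higher when adjusted over the list alone. Over all genes, 238 had an unadjusted p under 0.05 in edgeR and DESeq2 and limma-voom called 10 genes and 1. OPTC, an extracellular matrix proteoglycan, and EBF3, a transcription factor, were outside the filter on low counts. OPTC had 126 counts over the 16L adults and 1 over the 8L adults, and EBF3 had 330 and 2. Fitted with no filter, OPTC had an adjusted p of 0.00608, which was 0.0586 without adult 8L replicate 1 and 0.0677, the highest of its alternatives, without replicate 5. EBF3 had 0.0363 with no filter and 1.00 with all groups in 1 fit, its 2 alternatives ranging from 0.0398 to 1.00. The 16L and 8L adults did not overlap in 49 genes higher and 11 lower, 0.802% of those tested, where chance gives 0.794%.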

As anticipated, *FSHß*, prolactin (*PRL*), and neurotensin (*NTS*) were found to be differentially expressed between long and short photoperiods in adults. 

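Neurotensin (NTS), a neuropeptide, rose under 16L in adults, with 43.0 ± 22.5 CPM (SD, n = 5) against 3.64 ± 2.13 under 8L (SD, n = 5). Its log2 fold change was 3.71 (standard error 0.56, adjusted p = 0.0366 from edgeR). Every 16L adult lay above every 8L adult in NTS (exact two-sided permutation test, p = 0.00794, adjusted p = 0.0499 over the 44 single-gene tests). The paper named NTS, PRL, FSHB, GH and HAPLN1 from these same birds, and adjustment over the 44 tests does not cover that choice. PRL, the hormone of lactotrophs, had 14518 ± 6275 CPM under 16L and 2848 ± 1621 under 8L, a log2 fold change of 2.31 (standard error 0.46, adjusted p = 0.302). FSHB (FSHß in the paper), the beta subunit of FSH, had 94.4 ± 82.7 CPM under 16L and 12.7 ± 13.9 under 8L, a log2 fold change of 3.25 (standard error 0.84, adjusted p = 0.833). Unadjusted, edgeR gave a p of 1.62e-04 for PRL and a p of 0.00156 for FSHB, both under the paper's 0.01. In this fit neither adjusted p was under 0.2, the false discovery rate that the paper's methods name. On log2 CPM alone, PRL and FSHB each gave p = 0.0159 (exact two-sided permutation test, adjusted p = 0.0698).
Without adult 16L replicate 1, 4 or 5 the adjusted p of NTS was 0.131, 0.124 or 0.117, without adult 8L replicate 1, 3, 4 or 5 it was 0.126, 0.152, 0.14 or 0.0677. Over all alternatives it ran from 3.98e-06 with DESeq2 to 0.583 with the replicate number as a block. PRL was called with DESeq2 (6.21e-04, the lowest of its alternatives, which reach 1.00), with no filter (0.0475) and without adult 16L replicate 2 (0.0423). No alternative fit called FSHB (0.0546 to 1.00), and its permutation test passed without adult 8L replicate 2 (adjusted p = 0.0437).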

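NEXN, an actin-binding protein of muscle and other contractile cells, had 2 counts over the 4 16L juveniles and 301 over the 5 8L juveniles, a ratio of 62.4-fold lower (95% counting interval 17.1 to 518). TRPS1, a transcription factor of cartilage and hair follicle development, had 2 counts and 346, a ratio of 71.8-fold lower (19.7 to 595). WIPF1, a partner of the actin regulator WASP and named here only after its values were seen, was the third gene past the threshold (adjusted p = 0.999). These were the 3 genes at p under 0.01 from edgeR among 2405 tested. Evenly spread p values would give 24.1, and other splits of these birds gave a median of 5. With adjustment none of the 2405 passed 0.05 in edgeR (NEXN adjusted p = 0.999), DESeq2 or limma-voom, and 41 had an unadjusted p under 0.05 in edgeR. The count at p under 0.01 was 15, 12, 13 and 8 without juvenile 16L replicates 1, 2, 3 and 4 in turn, 5 without juvenile 8L replicate 2 and 0 without juvenile 8L replicate 5.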

A total of 184 transcripts were differentially expressed between long and short photoperiod treatments in juveniles (Fig. 2*b*). Forty transcripts were upregulated, and 144 were downregulated in long compared with short photoperiod. 

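No gene was higher and 3 were lower in 16L than in 8L juveniles at p under 0.01 from edgeR. DESeq2 had 7 higher and 11 lower, limma-voom 9 and 4, and edgeR without juvenile 8L replicates 1 and 5 had 4 and 1. More were lower in edgeR with no filter (40 higher and 145 lower), with all 4 groups in 1 fit (43 and 121) and without the 5 libraries under 200000 counts (5 and 34). The balance of directions thus depends on the fit. CNTFR, a receptor for ciliary neurotrophic factor, and LARGE2, an enzyme that adds sugars to dystroglycan, were outside the filter on low counts. CNTFR had 41 counts over the 16L juveniles and 2 over the 8L juveniles, a ratio of 49.4-fold higher (95% counting interval 12.8 to 422), and with no filter its adjusted p was 0.510. LARGE2 had 23 counts and 1, a ratio of 55.4-fold higher (9.002 to 2284, adjusted p = 0.518). FARP2, a regulator of Rac signalling, was not counted in 16L juveniles and stood at 77.7 ± 81.5 CPM in 8L juveniles (SD, n = 5), at least 18.5-fold lower under 16L (adjusted p = 0.390).
Genes of secretory granules were higher together under 16L (camera, adjusted p = 0.00914), with 0 of 7 called (0 when adjusted over the list alone). The adjusted p = 0.640 with an estimated correlation, 0.0848 without juvenile 8L replicate 1, 0.115 without replicate 5 and 0.778 without both, which is the highest of its alternatives, and 9.98e-04 was the lowest. Those 2 libraries held the most bone transcripts, with summed CPM of 16492 and 13039 for markers of osteoblasts and osteocytes against 111, 402 and 1269 in the other 8L juveniles. Groups did not overlap in 23 genes higher and 11 lower, 1.41% of those tested, where chance gives 1.59%.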

*HAPLN1* was found to be differentially expressed between long and short photoperiods in juveniles. 

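HAPLN1, a link protein that ties hyaluronan to proteoglycans in cartilage, was not counted in the 4 16L juveniles and had 577 counts over the 5 8L juveniles. Its CPM in 8L juveniles was 381 ± 563 (SD, n = 5), at least 79.8-fold lower under 16L. In adults it had 1.99 ± 2.73 CPM under 16L and 6.53 ± 6.17 under 8L (SD, n = 5 each). On log2 CPM the juvenile groups differed by -5.42 (exact two-sided permutation test, p = 0.0238, adjusted p = 0.0806 over the family of single-gene tests, and 0.0437 to 0.0806 with a prior count of 0.5 or 5). HAPLN1 was outside the filter on low counts, and with no filter edgeR gave an adjusted p of 0.121. Markers of cartilage, a list of 21 genes of which 18 were found, summed to 7058 CPM in juvenile 8L replicate 1 and 2313 in replicate 5, and to 68.7, 165 and 171 in the other 8L juveniles.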

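COL1A1, the main collagen chain of bone, rose in 16L juveniles, with 754 ± 842 CPM (SD, n = 4) against 0.971 ± 1.44 in 16L adults (SD, n = 5), a log2 fold change of 9.24 (standard error 1.26, adjusted p = 0.00901 from edgeR). SPP1, osteopontin of the bone matrix, rose from 0.208 ± 0.465 to 419 ± 499 CPM (log2 fold change 9.60, standard error 1.42, adjusted p = 0.00901). HBE1, a hemoglobin chain of red blood cells, rose from 1.43 ± 1.31 to 153 ± 152 CPM (log2 fold change 6.83, standard error 0.94, adjusted p = 0.00901). PBK, a kinase of dividing cells, rose from 1.46 ± 2.62 to 76.9 ± 44.9 CPM (log2 fold change 5.50, standard error 0.90, adjusted p = 0.0147). IGLL1, an immunoglobulin light chain, stood at 670 ± 392 CPM in 16L adults and was not counted in 16L juveniles, at least 237-fold lower (adjusted p = 0.00901). The markers of osteoblasts and osteocytes summed to 4863, 2671, 211 and 140 CPM in the 4 juveniles and to between 36.4 and 56.7 in all 10 adults.
At p under 0.01, evenly spread p values would give 66.4 genes, and other splits of the birds gave a median of 15. Of 6641 genes tested, 284 passed p under 0.01 and 87 passed an adjusted p of 0.05. Without adult 16L replicates 1 to 5 in turn these counts were 115 and 25, 174 and 54, 118 and 42, 160 and 32, and 127 and 39. Without juvenile 16L replicate 3, 449 genes passed p under 0.01, and without replicate 2 or 4, 54 or 49 passed the adjusted threshold. With the replicate number as a block, which pairs no birds, no gene passed the adjusted threshold. Without the block edgeR had 652 genes at an unadjusted p under 0.05 and DESeq2 and limma-voom called 187 and 35. SPP1 was lost with limma-voom (adjusted p = 0.0856 in a range of 6.74e-08 to 0.353), PBK without adult 16L replicate 3 (0.0558 in a range of 4.29e-06 to 0.441) and also with males only (0.105) or sex as a term (0.0959). IGLL1 was lost with sex as a term (0.0557 in a range of 3.86e-11 to 0.31). The fits by sex use the listed sexes. Counts of HINTW, a gene of the female-specific W chromosome, go against those of juvenile 16L replicates 2 and 3.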

A total of 685 transcripts were differentially expressed between 16 L adults and 16 L juveniles (Fig. 2*c*). A total of 175 transcripts were upregulated, and 510 were downregulated. 

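At an adjusted p under 0.05, 14 genes were higher and 73 lower in 16L juveniles than in 16L adults, and at p under 0.01, 53 were higher and 231 lower. COL3A1, a collagen of connective tissue, rose from 71.7 ± 23.3 CPM (SD, n = 5) to 557 ± 209 (SD, n = 4), a log2 fold change of 2.99 (standard error 0.40, adjusted p = 0.00901 from edgeR). CKS1B, a subunit of cyclin-dependent kinases, rose from 2.06 ± 1.07 to 21.1 ± 2.33 CPM (log2 fold change 3.30, standard error 0.50, adjusted p = 0.00901). This call was lost with males only (0.107) and with sex as a term (0.0869), both by the listed sexes, in a range of 2.25e-05 to 0.441. Among the genes that fell was CGA, with a log2 fold change of -2.58 (standard error 0.47, adjusted p = 0.026) and 3393 ± 1922 CPM in 16L juveniles, every one below every 16L adult. MT3 fell to 15.2 ± 16.0 CPM, a log2 fold change of -4.28 (standard error 0.88, adjusted p = 0.0394). FSHB had 3 counts over the 16L juveniles, a ratio of 29.4-fold lower (95% counting interval 10.0 to 143, adjusted p = 0.0394), and NTS had 1 count, a ratio of 32.8-fold lower (5.85 to 1299, adjusted p = 0.0339). CGA was lost without adult 16L replicate 4 or 5 or juvenile 16L replicate 1 or 4 (adjusted p 0.0546 to 0.0571, in a range over the alternatives of 4.18e-06 to 0.398), and MT3 without any 1 adult 16L library or juvenile 16L replicate 2, 3 or 4 (0.0518 to 0.098, in a range of 3.44e-04 to 0.497). Without adult 16L replicate 1, 4 or 5 or juvenile 16L replicate 2, 3 or 4, FSHB (0.0642 to 0.0866) and NTS (0.0615 to 0.0792) were lost, and FSHB also without adult 16L replicate 3 (0.0811), in ranges of 0.00126 to 0.492 and 0.00259 to 0.4.
By list, genes of the cell cycle were higher together (camera, adjusted p = 9.93e-10; adjusted p = 0.0509 with an estimated correlation), with 3 of 6 called over all genes and 4 when adjusted over the list alone. Markers of red blood cells (adjusted p = 1.55e-09, 1 of 6 called, 5 over the list alone), of osteoblasts (9.83e-09, 3 of 5, 4 over the list alone) and of connective tissue (2.52e-06, 1 of 9, 6 over the list alone) were also higher, each with an adjusted p = 0.0784 with an estimated correlation. The groups did not overlap in 66 genes higher and 367 lower in juveniles, 6.52% of those tested, where chance gives 1.59%. That chance share takes the libraries as alike in depth, while median totals were 215566 counts in 16L juveniles and 1249359 in 16L adults. How far depth adds to the 6.52% was not tested.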

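GH, the growth hormone of somatotrophs, rose in 16L juveniles. Its CPM was 51580 ± 32480 (SD, n = 4) in 16L juveniles and 3477 ± 2175 (SD, n = 5) in 16L adults, a log2 fold change of 3.91 (standard error 0.58, adjusted p = 0.00901 from edgeR). Each of the 4 juveniles lay above each of the 5 adults (exact two-sided permutation test, p = 0.00794, the smallest that 4 birds against 5 allow, adjusted p = 0.0499, where 1 bird fewer allows no p under 0.0179, too large to pass here). GHRHR, the receptor through which the hypothalamus drives GH release, had 529 ± 384 CPM in 16L juveniles and 99.3 ± 68.6 in 16L adults (log2 fold change 2.41, standard error 0.61, adjusted p = 0.0904). DESeq2 called GHRHR (0.0106 in a range that reaches 0.704). The adjusted p of GH was 0.0763 with the listed sex as a term, in a range of 4.91e-09 with DESeq2 to 0.353 with the replicate number as a block.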

*GH* was found to be differentially expressed between 16 L adults and 16 L juveniles. A total of 678 transcripts were differentially expressed between 8 L adults and 8 L juveniles (Fig. 2*d*). 

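COL1A1 rose in 8L juveniles, from 1.30 ± 1.18 CPM in 8L adults (SD, n = 5) to 2180 ± 2728 (SD, n = 5), a log2 fold change of 10.26 (standard error 1.52, adjusted p = 0.0207 from edgeR). PBK rose from 0.942 ± 1.32 to 46.3 ± 15.3 CPM (log2 fold change 5.02, standard error 0.68, adjusted p = 0.0166), and SMC2, a condensin subunit that compacts chromosomes in cell division, from 0.534 ± 1.20 to 99.2 ± 42.2 CPM (log2 fold change 6.72, standard error 0.94, adjusted p = 0.0166). Without juvenile 8L replicates 1 and 5, where COL1A1 stood at 6045 and 4073 CPM against 30.8, 155 and 594 in the others, a choice made after the values were seen, the log2 fold change of COL1A1 was 6.96 (adjusted p = 0.0288). HBE1 rose from 5.45 ± 7.60 to 312 ± 252 CPM (log2 fold change 6.49, standard error 1.02, adjusted p = 0.0278). COCH, a secreted protein of the inner ear and connective tissue, had 1 count over the 8L adults, a ratio of 343-fold higher in juveniles, and an adjusted p of 0.00577 in the fit with no filter. Of 5106 genes tested, 107 passed p under 0.01 and 8 passed an adjusted p of 0.05. At p under 0.01 evenly spread p values would give 51.1, and other splits of the birds gave a median of 12 and up to 175.
Without adult 8L replicates 1 to 5 in turn the adjusted p of COL1A1 was 0.0958, 0.0503, 0.139, 0.109 and 0.127, in a range of 1.13e-15 with DESeq2 to 0.224 with limma-voom. PBK and SMC2 were both lost without replicate 3 (0.139), 4 (0.109) or 5 (0.127), and HBE1 was lost without adult 8L replicate 1 (0.124), 3 (0.157), 4 (0.125) or 5 (0.157) or juvenile 8L replicate 1 (0.0525), 4 (0.0587) or 5 (0.062). The count at the adjusted threshold was 2 without adult 8L replicate 1, 0 without replicate 3, 4 or 5, and 3, 49, 5, 3 and 4 without juvenile 8L replicates 1 to 5 in turn. The count at p under 0.01 was 66 without adult 8L replicate 3, 262 without juvenile 8L replicate 2 and 177 without replicate 3. Over all libraries edgeR had 434 genes at an unadjusted p under 0.05 and DESeq2 and limma-voom called 107 and 4.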

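Of the genes at p under 0.01 from edgeR, 60 were higher and 47 lower in 8L juveniles than in 8L adults, and of the 8 past an adjusted p of 0.05, 6 were higher and 2 lower. The balance at p under 0.01 held with no filter, where 423 of 683 genes were higher. It turned in some other fits: at p under 0.01, 41 were higher and 134 lower with limma-voom, 93 and 169 with males only, which here leaves out juvenile 8L replicate 2 alone, 18 and 36 with the replicate number as a block, and 35 and 70 without juvenile 8L replicates 1 and 5. COL1A2, the partner chain of COL1A1 in type I collagen, rose from 6.61 ± 2.15 CPM (SD, n = 5) to 1641 ± 2088 (SD, n = 5), with an adjusted p of 0.0447. COL3A1 rose from 66.0 ± 33.1 to 1156 ± 1091 CPM (adjusted p = 0.0454). PLEKHG5 was not counted in 8L juveniles, at least 27.2-fold lower (adjusted p = 0.0454), and IL1RAPL2, a receptor of the interleukin 1 family, had 1 count, a ratio of 55.9-fold lower (95% counting interval 9.87 to 2224, adjusted p = 0.0406). MYOCD, a coactivator of smooth muscle genes, was outside the filter, with 1 count over the 8L juveniles, a ratio of 169-fold lower and an adjusted p of 0.00463 in the fit with no filter. COL1A2, COL3A1, PLEKHG5 and IL1RAPL2 were each lost without any 1 of the 5 adult 8L libraries, with adjusted p values of 0.0604 to 0.199, and without juvenile 8L replicates 1, 4 or 5, with values of 0.0587 to 0.111. COL3A1 (0.0676), PLEKHG5 (0.0827) and IL1RAPL2 (0.0908) were also lost without juvenile 8L replicate 3, and MYOCD was lost without each of the juvenile 8L replicates 1 to 5 (0.071 to 0.0835). Without both of the libraries with the most bone transcripts, juvenile 8L replicates 1 and 5, COL1A2 had a log2 fold change of 4.20 (adjusted p = 0.0510) and COL3A1 one of 2.71 (adjusted p = 0.194), and the adjusted p was 0.123 for PLEKHG5 and IL1RAPL2 and 0.208 for MYOCD.
By list, cell cycle genes were higher together in 8L juveniles (camera, adjusted p = 6.57e-09; adjusted p = 0.0143 with an estimated correlation), with 2 of 5 called over all genes and 4 over the list alone. Markers of red blood cells (adjusted p = 6.14e-08; adjusted p = 0.0877 with an estimated correlation; 1 of 6 called, 6 over the list alone), of osteoblasts (3.26e-07; 0.0877; 2 of 4, 4 over the list alone) and of connective tissue (1.62e-07; 0.0892; 1 of 7, 7 over the list alone) were higher. Pituitary transcription factors were lower together (adjusted p = 0.00494; adjusted p = 0.119 with an estimated correlation), with 0 of 8 called. The groups did not overlap in 45 genes higher and 126 lower in juveniles, 3.35% of those tested, where chance gives 0.794%. Here too the chance share takes the libraries as alike in depth, with median totals of 408050 counts in 8L juveniles and 1042268 in 8L adults.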

A total of 422 transcripts were upregulated, and 156 were downregulated. 

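GH stood at 15729 ± 13611 CPM in 8L juveniles (SD, n = 5) and at 2396 ± 1428 in 8L adults (SD, n = 5). Its log2 fold change was 2.73 (standard error 0.75, adjusted p = 0.373 from edgeR), and edgeR gave it an unadjusted p of 0.00299. On log2 CPM the groups differed by 2.21 (exact two-sided permutation test, p = 0.0476, adjusted p = 0.14). Juvenile 8L replicates 1 and 5, where bone transcripts were highest, had 2291 and 2815 CPM of GH, and the other 3 had 34784, 17970 and 20785. The adjusted p was 0.0132 with DESeq2 and, in a fit chosen after the values were seen, 0.0288 without those 2 libraries (log2 fold change 3.31), in a range that reaches 0.793.
Across all 4 groups, 305 of 7165 genes passed p under 0.01, where evenly spread p values would give 71.7. Other splits of the birds gave a median of 29 and up to 282. At an adjusted p of 0.05, 99 passed. MT3 (adjusted p = 5.01e-04), COL1A1 (4.26e-04), HBE1 (4.26e-04) and PBK (5.01e-04) were among the 99. Left out in turn, adult 16L replicates 1, 3, 4 and 5 gave 58, 58, 59 and 62 genes, adult 8L replicates 1, 3, 4 and 5 gave 62, 62, 63 and 52, and juvenile 8L replicates 1, 2 and 5 gave 50, 163 and 46.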

Again, *GH* was identified as a differentially expressed transcripts between 8 L adults and 8 L juveniles. edgeR identified that 331 transcripts were differentially expressed across the four treatment groups (Fig. 3*a*). A heatmap of the top 50 most significantly differentially expressed genes comparing across all four groups (adult and juvenile 8 L and 16 L) was plotted, including *FSHß* and *GH* (Fig. 3*a*). 

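Among the genes that differed across the 4 groups were SPP1 and IBSP of the bone matrix. SPP1 stood at 1457 ± 1925 CPM in 8L juveniles (SD, n = 5) and 0.384 ± 0.531 in 8L adults (SD, n = 5), with an adjusted p of 5.51e-04 from edgeR over the 4 groups. IBSP, a sialoprotein of mineralized bone, had 49.2 ± 54.7 CPM in 16L juveniles (SD, n = 4), 268 ± 333 in 8L juveniles and no count in adults (adjusted p = 0.0249). TOP2A, a topoisomerase of dividing cells, had 24.5 ± 23.6 CPM in 16L juveniles and 28.2 ± 15.6 in 8L juveniles against 1.55 ± 0.938 and 1.29 ± 1.76 in 16L and 8L adults (adjusted p = 0.0041). IGLL1 had 588 ± 818 CPM in 8L adults and 6.16 ± 12.5 in 8L juveniles (adjusted p = 0.0077). With limma-voom the adjusted p was 0.174 for SPP1, 0.399 for IBSP and 0.104 for IGLL1, the highest of each gene's alternatives, whose lowest were 1.03e-08, 3.76e-04 and 6.96e-06, and IBSP was also lost with the replicate number as a block (0.105) and without juvenile 8L replicate 1 (0.0615) or 5 (0.0605) or both (0.0778), which held 636 and 627 CPM of it against 0 to 60.4 in the other 8L juveniles.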

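In the hormone genes PRL, FSHB and GH and in neurotensin (NTS), the spread between birds was wide within the groups, apart from NTS in 8L juveniles, where no bird had a count. GH in 16L juveniles ran from 28140 to 98890 CPM over 4 birds, and in 16L juveniles PRL stood at 5026 ± 3547 CPM (SD, n = 4). In 8L juveniles PRL stood at 2651 ± 2268 CPM (SD, n = 5). FSHB had 891 counts over the 5 16L adults, 39 over the 5 8L adults, 3 over the 4 16L juveniles and 1 over the 5 8L juveniles, so its juvenile values rest on 4 counts. NTS had 331, 17, 1 and 0 counts in the same order.

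**Figure D1:**
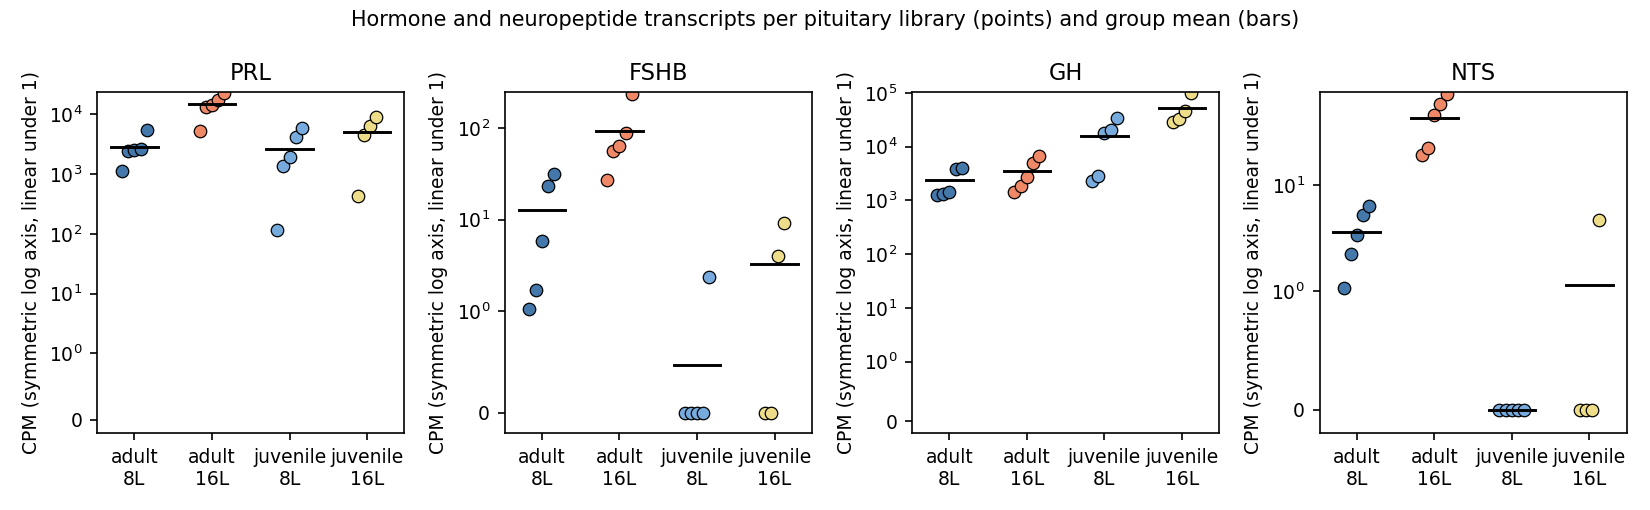
CPM of PRL, FSHB, GH and NTS in each library, by group (points for 1 bird each, bars for the group mean). GH in the 4 16L juveniles sits between 28140 and 98890, and FSHB and NTS have at most 3 counts in total in either juvenile group.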

*PRL*, *FSHß*, *GH*, *OPN5*, *NTS*, *MEF2A*, and *MEF2D* were selected to plot the counts per million for each treatment group (Extended Data Fig. 3-1*A–G*). Relevant statistics have been provided in the appropriate figure legend.

**Figure 2.**
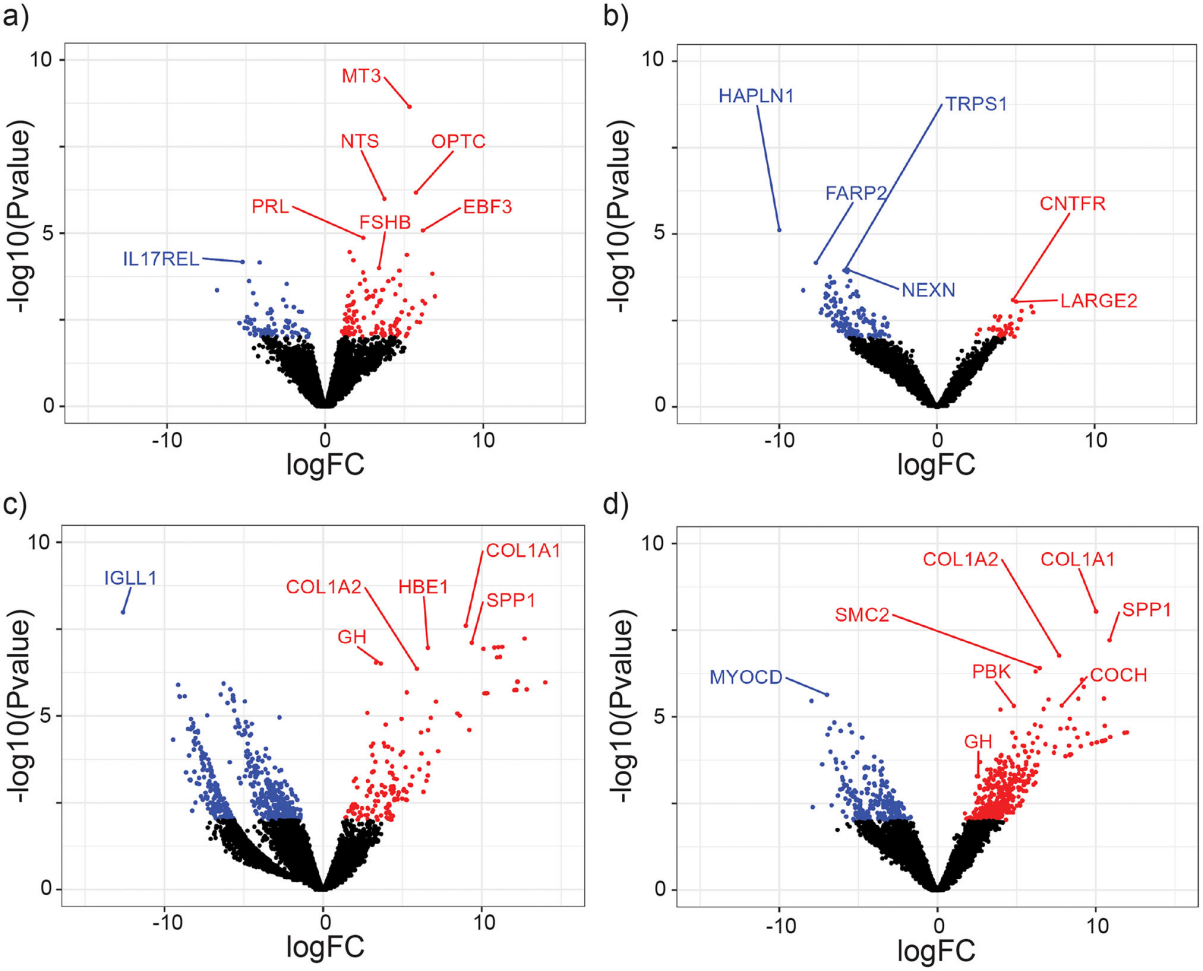
Volcano plots comparing age and photoperiod revealed a high number of differentially expressed transcripts. Upregulated transcripts (logFC > 1) are colored red, and downregulated transcripts (logFC < −1) are colored blue. ***a***, Significant differentially expressed transcripts across photoperiod treatments in adults (*n* = 206) included *FSHß*, *PRL*, and *NTS.* ***b***, Significant differentially expressed transcripts across photoperiod treatments in juveniles (*n* = 184) included *HAPLN1.* ***c***, Significant differentially expressed transcripts across 16L age groups (*n* = 685) included *GH*. ***d***, Significant differentially expressed transcripts across 8L age groups (*n* = 678) also included *GH.* A *p*-value of <0.01 was deemed significant for all plots.

**Figure 3.**
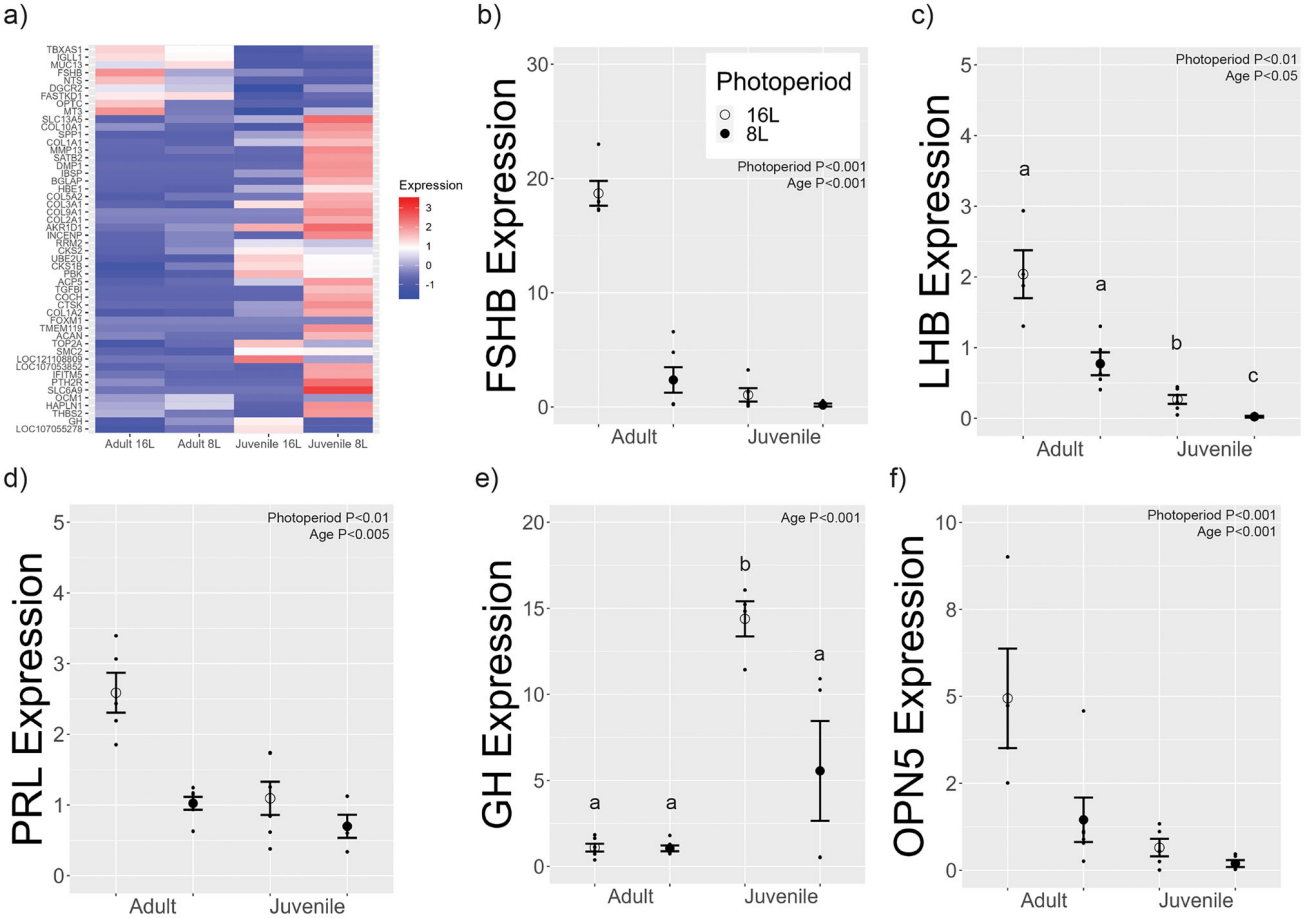
***a***, A heatmap of the top 50 most significant transcripts in the pituitary gland. Among the most significant transcripts were *FSHß* and *GH*. ***b–f***, Targeted qRT-PCR analyses were performed in order to investigate the transcription of genes of interest influenced by photoperiod and age. ***b–d***, There were significant main effects of both photoperiod and age on *FSHß*, *LHß*, and *PRL* expression, as well as an interaction effect between photoperiod and age on *LHß* expression. ***e***, There was a significant photoperiod by age interaction on *GH* expression. ***f***, There was a significant main effect of photoperiod and age on *OPN5* expression. For the pituitary sequencing heatmap analysis, a *p*-value of 0.01 was deemed significant. Targeted qRT-PCR analyses were performed using two-way ANOVA and Tukey's HSD with an *α* value of *p* = 0.05. The letters above each group indicate pairwise comparisons by Tukey's HSD where appropriate. Additional data relating to these analyses are provided in Extended Data Figures 3-1 and 3-2.

10.1523/ENEURO.0154-23.2023.f3-1 Figure 3-1 Plots comparing transcript count data from Oxford Nanopore RNA-sequencing. 

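Over the 4 groups together, GH and FSHB changed and PRL did not pass. GH had an adjusted p of 0.0023 from edgeR, highest in 16L juveniles and lowest in 8L adults by mean CPM. FSHB had an adjusted p of 0.00257, highest in 16L adults. PRL, also highest in 16L adults, had an adjusted p of 0.183, and edgeR gave it an unadjusted p of 0.00619. The call of GH ended without the 5 libraries under 200000 counts, an alternative chosen after seeing the data (adjusted p = 0.0839 in a range from 1.58e-08), and PRL was called with DESeq2 (0.048) and with no filter (0.0261, the lowest of its alternatives, which reach 0.399).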

A-C. *PRL*, *FSHß*, and *GH* were significantly differentially expressed across all groups. 

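OPN5, a light-sensitive opsin, had few counts in the pituitary. It had 9.07 ± 5.04 CPM in 16L adults (SD, n = 5; 73 counts), 7.07 ± 3.44 in 8L adults (SD, n = 5; 34 counts), 3.00 ± 4.37 in 16L juveniles (SD, n = 4; 3 counts) and 5.64 ± 10.5 in 8L juveniles (SD, n = 5; 10 counts). It was outside the filter on low counts, and in the fit with no filter its adjusted p over the 4 groups was 0.828. On log2 CPM, 16L and 8L adults differed by 0.24 (exact two-sided permutation test, p = 0.548) and 16L and 8L juveniles by -0.13 (p = 0.841 from the same exact test). The juvenile difference was on the other side without juvenile 16L replicate 2 or 4 (0.178) or juvenile 8L replicate 3 (0.529).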

D. *OPN5* was not found to be differentially expressed, contrasting qPCR data. E. *NTS* was significantly differentially expressed, whereas F-G. *MEF2A* and *MEF2D* were not significantly differentially expressed across treatment groups. 

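NTS had an adjusted p of 5.51e-04 over the 4 groups from edgeR. MEF2A, a transcription factor of the MEF2 family, had 350 ± 52.0 CPM in 16L adults (SD, n = 5), 330 ± 131 in 8L adults (SD, n = 5), 332 ± 302 in 16L juveniles (SD, n = 4) and 517 ± 362 in 8L juveniles (SD, n = 5), with an adjusted p of 1.00. Its relative MEF2D had 236 ± 68.7, 104 ± 71.3, 127 ± 252 and 261 ± 235 CPM in the same order, with an adjusted p of 1.00. Between 16L and 8L adults MEF2D differed by 2.04 on log2 CPM (exact two-sided permutation test, p = 0.0159, adjusted p = 0.0698) and MEF2A by 0.17 (p = 0.627 from the same exact test, and -0.0581 as the difference without adult 8L replicate 4). Adult 8L replicate 2, a library of 128509 counts, had no count of MEF2D, and without it the difference was 0.853 (exact permutation test, p = 0.0397, adjusted p = 0.134), while without adult 8L replicate 1 it was 2.50 (adjusted p = 0.0437). MEF2D was called over the 4 groups without the 5 libraries under 200000 counts (adjusted p = 0.00541, in a range that reaches 1.00).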

For all analyses, a P-value of P<0.01 was deemed significant. Download Figure 3-1, TIF file.

10.1523/ENEURO.0154-23.2023.f3-2 Figure 3-2 Schematic diagram representing photoperiod and developmental changes in pituitary cell type transcript expression. Expression of *FSHß*, *LHß*, *PRL*, *TSHß* and *GH* in pituitary cells is dependent on both the age of the quail and the experienced photoperiod conditions. 

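TSHB, the beta subunit of thyrotropin, stood at 64.1 ± 27.0 CPM in 16L adults (SD, n = 5), 75.9 ± 51.2 in 8L adults (SD, n = 5), 56.4 ± 46.5 in 16L juveniles (SD, n = 4) and 74.2 ± 64.1 in 8L juveniles (SD, n = 5). Across the 4 groups its adjusted p was 1.00 from edgeR (0.949 to 1.00 over the alternatives). POMC, the precursor of corticotropin, stood at 6330 ± 2274, 5633 ± 3309, 6763 ± 6785 and 2731 ± 1971 CPM in the same order. Its log2 fold change with age was -0.49 (standard error 0.62, adjusted p = 0.813) and with photoperiod 0.71 (standard error 0.62, adjusted p = 1.00). FSHB fell in juveniles across photoperiods, by 4.55 on the log2 scale (standard error 0.88, adjusted p = 0.00554), a call that limma-voom did not make (0.075 in a range from 8.86e-05).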

Blank cells are included to indicate that transcriptomic changes are occurring in existing cells, rather than e.g., as a result of the production of new cells. Download Figure 3-2, TIF file.

### qRT-PCR analyses confirm transcript expression identified in transcriptome analyses

In order to confirm the differential expression, qRT-PCR analyses were performed on select neuroendocrine transcripts of interest including *FSHß*, *LHß*, *PRL*, *GH*, and *OPN5*. There was a significant main effect of photoperiod (Fig. 3*b*, Table 2) and age for *FSHß* expression. There was no significant interaction on *FSHß* expression. These data support the conjecture that *FSHß* expression is elevated in long photoperiods and is higher in adults. There was a significant photoperiod–age interaction on *LHß* expression (Fig. 3*c*). There were significant main effects for photoperiod and age on *LHß* expression. There was a significant main effect of photoperiod on *PRL* expression (Fig. 3*d*) and age. There was no significant photoperiod by age interaction on *PRL* expression. There was a significant photoperiod by age interaction on *GH* expression (*F*_(1,16) _= 5.67, *p* < 0.05; Fig. 3*e*). There was a significant main effect of age but not photoperiod on *GH* expression. There was a significant main effect of photoperiod on *OPN5* expression (Fig. 3*f*) and age. There was no significant photoperiod by age interaction. Overall, transcript analyses using qRT-PCR assay were consistent with the counts per million determined by transcriptome sequencing.

### Functional pathways

In order to determine the general functions of significantly differentially expressed transcripts of interest across photoperiod and age, DAVID functional annotation was used (Extended Data Tables 2-2, 2-3, respectively). For these analyses, a *p*-value of <0.05 was used as the significance cutoff. In the comparison between adults and juveniles, the functional groups with the highest significance included those involved in the extracellular matrix (ECM), ECM–receptor interaction, secretion, and focal adhesion. 

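Genes of the extracellular matrix rose in juveniles across both photoperiods, after adjustment for photoperiod. COL1A1 rose by a log2 fold change of 9.76 (standard error 1.07, adjusted p = 2.14e-05 from edgeR, n = 9 juveniles and 10 adults) and COL5A2, a fibril-forming collagen, by 3.57 (standard error 0.63, adjusted p = 0.00244). COL4A4, a basement membrane collagen, fell, with 2 counts over the juveniles and a ratio of 26.5-fold lower (adjusted p = 0.00247), and was lost with limma-voom (0.0697 in a range from 4.5e-04). Of the study's 29 genes of the extracellular matrix, 14 passed the filter, 11 were higher and none lower (12 higher adjusted over the list alone; camera, adjusted p = 3.28e-21; adjusted p = 0.0219 with an estimated correlation). Of its 24 genes of ECM-receptor interaction, 15 passed the filter, 8 were higher and 1 lower (10 and 3 adjusted over the list alone; adjusted p = 4.96e-10; adjusted p = 0.0297 with an estimated correlation). The study chose both lists on these birds, so their direction is not independent evidence.
Marker lists made without these birds rose as well, in part through the same genes, since the study's lists hold 6 of the 22 osteoblast, 2 of the 14 osteoclast, 12 of the 20 connective tissue and 9 of the 21 cartilage markers listed. Markers of osteoblasts and osteocytes rose together (adjusted p = 4.14e-24; adjusted p = 0.0185 with an estimated correlation), with 10 of 11 genes higher (11 adjusted over the list alone). Markers of osteoclasts, the cells that resorb bone, rose too (8.92e-07; 0.0297; 3 of 5, 4 over the list alone), among them CTSK and ACP5 with log2 fold changes of 5.72 (standard error 0.94) and 5.56 (standard error 0.91) and adjusted p values of 0.00119, both lost with limma-voom (0.125 and 0.077 in ranges from 1.41e-07 and 2.15e-06). Connective tissue markers rose (1.01e-12; 0.0309; 7 of 14, 10 over the list alone), and cartilage markers did with a preset correlation (1.01e-04), with an adjusted p = 0.0535 with an estimated correlation (2 of 4, 3 over the list alone). The summed CPM of the osteoblast list ran from 111 to 16492 over the 9 juveniles. Without juvenile 8L replicates 1 and 5, where it was highest, the log2 fold change was 8.24 for COL1A1, 2.21 for COL5A2, 3.98 for CTSK and 4.17 for ACP5, with adjusted p values up to 0.0460. Of 7165 genes, 382 passed p under 0.01, 160 higher and 222 lower (236 and 167 with upper-quartile factors), and 140 passed an adjusted p of 0.05, a count of 86, 92 and 92 without adult 8L replicates 1, 3 and 5.

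**Figure D2:**
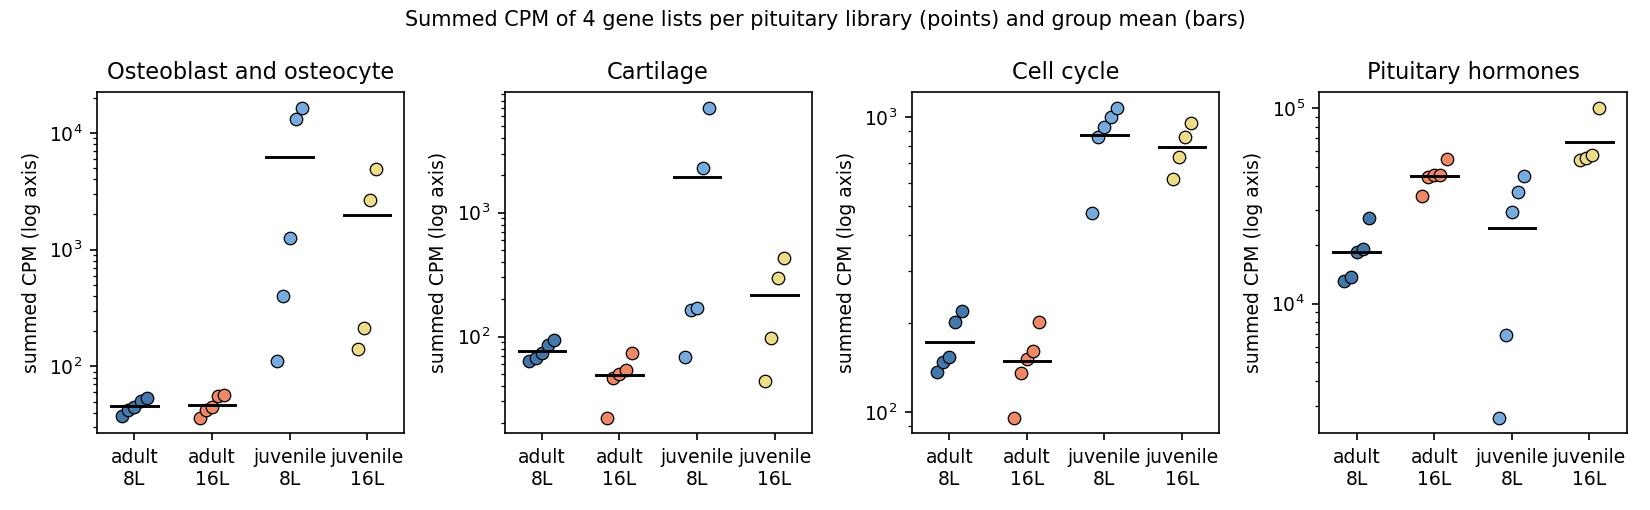
Summed CPM of the genes in 4 lists (markers of osteoblasts and osteocytes, cartilage markers, cell cycle genes and pituitary hormones) in each library, by group (points for 1 bird each, bars for the group mean). The osteoblast sums lie between 36.4 and 56.7 in the 10 adults and between 111 and 16492 in the 9 juveniles.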

The photoperiod comparison again showed these functional groups as significant and also showed significant transcripts involved in symport, behavior, neuroactive ligand–receptor interaction, and transcription regulation.

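Across ages, NTS rose under 16L with a log2 fold change of 3.67 (standard error 0.56, adjusted p = 0.00873 from edgeR, n = 9 birds under 16L and 10 under 8L), the 1 gene of 7165 past an adjusted p of 0.05. This difference rests on the adults, with 331 counts under 16L and 17 under 8L, since the juveniles had 1 count and 0, which differed by 0.42 on log2 CPM (exact two-sided permutation test, p = 0.444). At p under 0.01, 19 genes were higher and 8 lower, 27 in all, and DESeq2 had 45 higher and 64 lower. Evenly spread p values would give 71.7, and with edgeR other splits of the birds gave a median of 24. CHGB, a granin of secretory granules, had a log2 fold change of 0.97 (standard error 0.32, adjusted p = 1.00). Of the study's 12 genes of neuroactive ligand-receptor interaction, the 3 past the filter (FSHB, NTS and PRL) were higher together (camera, adjusted p = 8.66e-06; adjusted p = 0.0352 with an estimated correlation), with 1 called over all genes and 3 adjusted over the list alone. Its 16 secreted genes had 6 past the filter, 1 of them higher (3 higher and 2 lower adjusted over the list alone; adjusted p = 0.588). Camera put the secreted list on the higher side while its median log2 fold change was -0.46. No gene of symport (4 listed), behaviour (2 listed) or transcription regulation (8 listed) passed the filter. In a fit with no filter edgeR put 2, 1 and 1 of them higher and 0, 0 and 2 lower at p under 0.01, and called none at an adjusted p of 0.05. The study chose these lists on these birds, so they are not independent evidence.
Of the lists made without these birds, the pituitary hormones were higher together under 16L (adjusted p = 7.89e-04; adjusted p = 0.231 with an estimated correlation; 0 of 6 called, 2 over the list alone), as were secretory granule proteins (adjusted p = 0.00252; adjusted p = 0.386 with an estimated correlation). Markers of cartilage were lower (adjusted p = 0.00176; adjusted p = 0.235 with an estimated correlation; 0 of 4 called, 1 lower over the list alone). Without the 2 juvenile 8L libraries with the most bone transcripts, replicates 1 and 5, the adjusted p was 0.0593 for the hormones and for the neuroactive list, 0.382 for the granule proteins and 0.145 for cartilage, whose call also ended without replicate 5 alone (0.0881). The lowest p over the alternatives of these 4 lists was 2.13e-05, 6.49e-07, 1.56e-04 and 9.58e-07 in that order.
The call of NTS ended without adult 8L replicate 1 (adjusted p = 0.0676), 3 (0.061) or 4 (0.0631), without juvenile 16L replicate 1 (0.191), without the 5 shallow libraries (0.462), with the replicate number as a block (0.126) and without age as a term (0.49), the lowest value being 5.08e-04. Without adult 16L replicate 1, 3, 4 or 5 NTS did not pass the filter, so that it was not called there either. The count at the adjusted threshold was 0 without adult 16L replicate 1, 3, 4 or 5, adult 8L replicate 1, 3 or 4 or juvenile 16L replicate 1, and 2 without juvenile 16L replicate 4. At p under 0.01 it was 52 and 50 without juvenile 16L replicates 1 and 2 and 50 without juvenile 8L replicate 2.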

## Discussion

This study demonstrates that somatotrophs significantly increase *GH* expression during development regardless of the prevailing photoperiod condition. Conversely, lactotrophs and gonadotrophs are primarily sensitive to photoperiod condition with increased *FSHß* and *LHß* expression in long days. 

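GH rose in juveniles across both photoperiods, with a log2 fold change of 3.28 (standard error 0.51, adjusted p = 7.11e-04 from edgeR, n = 9 juveniles and 10 adults). Under 16L the increase passed the adjusted threshold in its own fit and under 8L it did not. The difference between the 2 increases, tested as the interaction of age and photoperiod, was 1.16 on the log2 scale (standard error 0.94, adjusted p = 1.00). On simulated counts this interaction test recovered 2% of genes with a 4-fold difference and 32.7% of those with a 16-fold difference. No alternative ended the call of GH across photoperiods, with adjusted p values up to 0.0242. The paper states that somatotrophs increase GH expression during development whatever the photoperiod. Its qRT-PCR gave GH a main effect of age, none of photoperiod, and an interaction of the 2 (Fig. 3e).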

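Across ages, PRL had a log2 fold change of 1.69 under 16L (standard error 0.56, adjusted p = 1.00 from edgeR) and FSHB one of 3.09 (standard error 0.75, adjusted p = 1.00). edgeR gave PRL an unadjusted p of 0.00652 and FSHB an unadjusted p of 4.51e-04. With age, PRL had a log2 fold change of -0.76 in juveniles (standard error 0.56, adjusted p = 0.628). In juveniles alone, PRL under 16L and 8L differed by 1.13 on log2 CPM (exact two-sided permutation test, p = 0.444) and FSHB by 0.78 (p = 0.286 from the same exact test), the latter on 3 counts and 1. Whether the photoperiod difference itself depends on age was tested as an interaction, which gave -1.40 for PRL (standard error 1.06, adjusted p = 1.00) and -0.68 for FSHB (standard error 4.14, adjusted p = 1.00). The paper's qRT-PCR gave PRL and FSHB each a main effect of photoperiod and of age, and no interaction.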

Only *LHß* expression was dependent on both photoperiod and developmental condition suggesting this transcript has seasonal- and age-dependent regulation. Despite both adults and juveniles having smaller testes in short photoperiods, there are several transcripts that show developmental- and photoperiod-dependent expression. For example, juvenile quail had 143/144 transcripts upregulated in short photoperiod that were not significantly differentially expressed in adults. Moreover, there were 39/40 transcripts downregulated in juvenile quail without any significant differential expression in adults. 

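At p under 0.01 from edgeR, the 3 genes that were lower in 16L juveniles than in 8L juveniles (NEXN, TRPS1 and WIPF1) were none of them called between 16L and 8L adults. In adults NEXN had 112 ± 73.6 CPM under 16L and 97.0 ± 48.3 under 8L (SD, n = 5 each), and TRPS1 had 55.98 ± 11.44 and 34.9 ± 22.6. Of 2381 genes tested at both ages, 16 were called in adults and 3 in juveniles, and 0 were shared where chance gives 0.0202 (Fisher's exact test, p = 1). At an unadjusted p under 0.05, 81 were called in adults and 41 in juveniles, again with 0 shared where chance gives 1.39 (Fisher's exact test, p = 0.4). With no filter, 174 and 182 of 15884 genes were called and 2 were shared, MGME1, a mitochondrial nuclease, and TNX, where chance gives 1.99. Whether the photoperiod difference depends on age was tested for each gene. In this interaction test 85 genes passed p under 0.01, where chance gives 71.7, and 0 passed an adjusted p of 0.05 in edgeR, with 411 at an unadjusted p under 0.05, 7 called by DESeq2 and 0 by limma-voom. The count at p under 0.01 was 56 without adult 8L replicate 3, 134 and 140 without juvenile 16L replicates 1 and 3 and 160 without juvenile 8L replicate 2. The adjusted count was 1 without juvenile 16L replicate 3, juvenile 8L replicate 2 or juvenile 8L replicate 3 and 3 without juvenile 8L replicate 4.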

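No gene passed p under 0.01 on the higher side in 16L juveniles in the filtered fit with edgeR, where 17 had an unadjusted p under 0.05. GH had 1.72 as its log2 fold change between 16L and 8L juveniles (standard error 0.85, adjusted p = 0.999). CHGB, with 3712 ± 159 CPM in 16L juveniles (SD, n = 4) and 1669 ± 1185 in 8L juveniles (SD, n = 5), had a log2 fold change of 1.15 (standard error 0.62, adjusted p = 0.999). Across the 2381 genes tested at both ages, the log2 fold changes with photoperiod in adults and in juveniles had a Pearson correlation of 0.0545 and a Spearman correlation of 0.0193. These correlations are across genes, which are not independent replicates.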

Surprisingly, the well-characterized *DIO2* and *DIO3* photoperiodic changes in expression were only identified in adult birds. qRT-PCR analyses confirmed the gene count data identified by RNA sequencing and provided strong internal replication. Overall, these findings indicate a suite of photoperiod-induced molecular changes in the pituitary gland that are age-dependent and a plethora of targets that could help uncover how juveniles have a heightened sensitivity to photoperiod cues compared with adult birds.

### Long days facilitate gonadal growth in adults and juveniles

Both adults and juveniles had larger testes in a long photoperiod as opposed to a short photoperiod, consistent with previous publications (Robinson and Follett, 1982). Follett and Farner have previously shown that prolonged exposure of juvenile quail from hatching to long photoperiods can cause increased testis growth (Follett and Farner, 1966). The change in juveniles could be due to two potential mechanisms. First, similar to adults, the photoperiod induces light-dependent changes in gonadal growth. Alternatively, the second mechanism could be due to developmental programs. In hamsters, early exposure to photoperiod or melatonin can delay gonadal growth (Prendergast et al., 2013; Sáenz de Miera et al., 2017). In the current study, it is possible that short photoperiod exposure delayed the developmental program (or puberty) in juvenile quails. This conjecture also applies to the photoperiod-induced changes in fat score. Future analyses of the MBH and pituitary are required to establish the mechanisms upstream of the pituitary that influence photoperiodic and developmental programs in reproduction physiology.

### Adult neuroendocrine transcription in the MBH is typical for a long day response

Adult MBH *DIO2* and *DIO3* were increased and decreased in 16 L compared with 8 L respectively, as expected (Yasuo et al., 2005, 2006). We found that juvenile *DIO2* expression increased during short days and that *DIO3* expression did not significantly differ between long and short photoperiods. Given the role of *DIO2* and *DIO3* in the neuroendocrine signal transduction cascade that links photoreception with reproductive physiology (Nakane and Yoshimura, 2010), the dynamics of *DIO2* are surprising. These data appear to suggest that other molecular neuroendocrine changes drive photoperiodic sensitivity in juvenile quail. In juvenile hamsters, *DIO2* has similar levels in long and short photoperiod conditions (Prendergast et al., 2013). *DIO2* expression, leading to a hypothalamic increase in T3, is thought to establish reproductive maturation in mammals. *DIO2* has a wide role in development and has established roles for fisheye metamorphosis and in T3-dependent amphibian metamorphosis (Duarte-Guterman et al., 2010; Itoh et al., 2010). These data indicate that juvenile photoperiodic responsiveness might not be driven by tanycyte rewriting consistent with adult responses. An alternative proposition is other neuronal circuits associated with developmental control of the GnRH system are involved. The stimulation of pituitary cells by GnRH to secrete *LHß* and *FSHß* is partly regulated by the secretion of melatonin in sheep (Misztal et al., 2002). GABA also regulates GnRH neurons independent of the neuroendocrine response to changing photoperiod (Bentley et al., 2006). Hence, these findings support an alternative means by which pituitary *LHß* secretion may be governed outside of the *DIO2/DIO3*-involved neuroendocrine cascade.

### Photoperiod- and age-dependent changes in pituitary gland transcriptomes

Our volcano plot comparing differential expression of adults in long and short photoperiodic conditions revealed a total of 206 differentially expressed transcripts. A total of 126 transcripts were upregulated in a long photoperiod, and 80 were downregulated. Among the differentially expressed transcripts were *PRL*, *FSHß*, and *NTS*. Long photoperiod increases in *PRL* expression, associated with seasonal timing, are common within the literature (Goldsmith and Hall, 1980; Sharp, 2005). Similarly, *FSHß* content increases during long photoperiod conditions (Follett and Maung, 1978; Urbanski and Follett, 1982; Nicholls et al., 1983) where increased FSH in the pituitary gland precedes increases in plasma concentration. Given its role in acting directly on gonads to induce growth, it is not surprising that *FSHβ* levels should be high in stimulatory long day photoperiods. *NTS* has a suggested role in regulating *LH* secretion (Rostène and Alexander, 1997). Yamada and Mikami described the distribution of *LH*-releasing hormone (*LHRH*) as coinciding with dense populations of *NTS* when using comparable data between ducks and quail (Yamada and Mikami, 1981). Although *LHß* is absent from the reference *Coturnix japonica* reference genome, and therefore was not identified through RNA sequencing, *LHß* is known to increase in long photoperiod conditions (Follett et al., 1975; Nicholls et al., 1983). Hence, an accompanying increase in *NTS* expression would be expected.

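No gene named LHB is among the 19562 symbols, so LHß has no value from sequencing. CGA, whose alpha subunit pairs with the LH and FSH beta subunits, stood at 3037 ± 2388 CPM in 8L juveniles (SD, n = 5). With photoperiod across ages CGA had a log2 fold change of 0.87 (standard error 0.48, adjusted p = 1.00 from edgeR), and with age one of -1.87 (standard error 0.50, adjusted p = 0.0523). Without juvenile 8L replicate 1, 2, 3 or 4 the adjusted p for age was 0.0249, 0.0236, 0.0459 or 0.0358, and over all alternatives it ran from 0.00334 with DESeq2 to 0.124. The interaction of age and photoperiod in CGA was -1.32 (standard error 0.91, adjusted p = 0.992).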

Our volcano plot comparing differential expression across ages in 16 L birds revealed a total of 685 differentially expressed transcripts. A total of 175 transcripts were upregulated in juveniles, and 510 were downregulated. Critically, among the differentially expressed transcripts was *GH*, whose expression is known to be downregulated in adults (Schew et al., 1996). *GH* expression is therefore an excellent marker of age, supporting the significance of the remaining age-dependent differentially expressed transcripts presented here. Similar results were observed in our volcano plot comparing differential expression across ages in 8 L birds. Here, 678 transcripts were differentially expressed, with 422 being upregulated and 156 being downregulated in juveniles. Again, *GH* was one transcript whose upregulation in juveniles was apparent.

### Function pathways modified during photoperiod and developmental programming

A functional annotation analysis across photoperiodic conditions suggests an influence of seasonal time on transcripts involved with the brain and nervous system, as neuroactive ligand–receptor interaction scored highly in significance. In both neuroactive ligand–receptor interaction and secretion, *PRL* was identified as a key gene of interest. *FSHß* was also implicated in neuroactive ligand–receptor interaction. Therefore, this analysis confirms the photoperiodic differential expression of these important transcripts that we have focussed on in this manuscript.

The ECM–receptor interaction was identified as the most significant category in our comparison of photoperiodic gene functions. 

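Of the study's 8 genes of ECM-receptor interaction by photoperiod, COL6A3 and THBS2 passed the filter on low counts. COL6A3, a collagen of connective tissue, had 123 ± 164 CPM in 8L juveniles (SD, n = 5) and 9.50 in 8L adults on average, and a log2 fold change of -2.63 under 16L across ages (standard error 1.10, adjusted p = 1.00 from edgeR). THBS2, a matricellular protein, had 77.3 ± 87.2 CPM in 8L juveniles and a log2 fold change of -1.53 (standard error 0.93, adjusted p = 1.00). Without juvenile 8L replicates 1 and 5, the libraries with the most bone transcripts, these were -1.44 for COL6A3 and -0.147 for THBS2. In the fit with no filter, 2 of the 8 were higher and 3 lower under 16L at p under 0.01, and 0 passed an adjusted p of 0.05 in edgeR. Together the 8 genes summed to 441 ± 644 CPM in 8L juveniles, with 1495 and 629 in replicates 1 and 5 and 19.4 to 31.6 in the others, to 18.9 ± 13.7 in 16L juveniles (SD, n = 4) and to 14.1 ± 9.80 and 17.0 ± 11.9 in 16L and 8L adults (SD, n = 5 each). The study's focal adhesion list of 9 genes, which holds these 8 and PDGFB, had the same 2 past the filter and also 2 higher and 3 lower with no filter. Both lists were chosen by the study on these birds, so they are not independent evidence.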

The ECM–receptor interaction is known to play an important role in tissue and organ morphogenesis, including adipogenesis (San et al., 2021). Furthermore, a recent study on the gonadal development of male geese has implicated significant enrichment of the ECM–receptor interaction pathway by differential gene expression in the pituitary gland (Tang et al., 2022). Therefore, the ECM–receptor interaction pathway is a likely area for the identification of photoperiodically significant transcripts. For example, integrin alpha 3 (*ITGA3*) showed significant differential expression within the ECM–receptor interaction pathway and is associated with neural migration. 

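ITGA3, a laminin-binding integrin, had 37 counts over the 5 16L adults, 3 over the 5 8L adults, 5 over the 4 16L juveniles and 0 over the 5 8L juveniles. Across ages this was 42 counts under 16L and 3 under 8L, a ratio of 10.7-fold higher (95% counting interval 3.41 to 53.8). By group its CPM was 2.34 ± 2.83 in 16L adults (SD, n = 5), 0.461 ± 0.473 in 8L adults (SD, n = 5) and 3.39 ± 6.78 in 16L juveniles (SD, n = 4). ITGA3 was outside the filter on low counts, and with no filter edgeR gave an unadjusted p of 0.0042 and an adjusted p of 0.773.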

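CHAD, a matrix protein of cartilage, and COL2A1, the main collagen chain of cartilage, were counted mostly in 8L juveniles. CHAD had 27 counts over the 5 8L juveniles, 0 over the 4 16L juveniles, 1 over the 5 16L adults and 6 over the 5 8L adults, and its CPM in 8L juveniles was 16.2 ± 22.4 (SD, n = 5). Across ages it had 1 count under 16L and 33 under 8L, a ratio of 43.3-fold lower (95% counting interval 7.26 to 1763). COL2A1 had 179 counts over the 8L juveniles and none in the other groups, with a CPM of 134 ± 266 (SD, n = 5), at least 24.8-fold lower in 16L juveniles. Juvenile 8L replicates 1 and 5, where bone transcripts were highest, held 12 and 14 of the 27 counts of CHAD and 155 and 23 of the 179 of COL2A1. With no filter edgeR gave adjusted p values of 0.718 for CHAD and 0.698 for COL2A1, both outside the filter on low counts.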

Within this pathway we also identified chondroadherin (*CHAD*), which has a role in mediating the adhesion of chondrocytes; and *COL2A1*, for the production of the pro-alpha1 chain of type-II collagen protein, suggesting that cartilage synthesis is an important physiological change occurring across photoperiodic time.

DAVID functional annotation analyses confirmed that many transcripts, particularly those implicated in growth and development, were differentially expressed across age groups. 

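Genes of cell division rose in juveniles across both photoperiods. TOP2A rose by a log2 fold change of 3.97 (standard error 0.57, adjusted p = 2.48e-04 from edgeR, n = 9 juveniles and 10 adults), CKS2, a subunit of cyclin-dependent kinases, by 3.35 (standard error 0.43, adjusted p = 6.9e-05), and PBK by 5.27 (standard error 0.60, adjusted p = 2.53e-05). Of 40 cell cycle genes on a list made without these birds, 14 passed the filter and 11 were higher, none lower (13 higher adjusted over the list alone; camera, adjusted p = 1.23e-28; adjusted p = 2.89e-05 with an estimated correlation). The list summed to 149 ± 38.7 CPM in 16L adults (SD, n = 5), 172 ± 36.3 in 8L adults (SD, n = 5), 790 ± 146 in 16L juveniles (SD, n = 4) and 868 ± 235 in 8L juveniles (SD, n = 5). Of the 40, 13 are on a list of the study. Over the 9 juveniles this sum and the osteoblast sum had, on the log2 scale, a Pearson r of 0.00955 (permutation p = 0.981, adjusted p = 0.981 over 6 relations; Spearman rho 0.2, permutation p = 0.613, adjusted p = 0.678; r -0.21 without juvenile 8L replicates 1 and 2, farthest from the median of the log2 osteoblast sums, and r -0.69 without replicates 1 and 5, where the sums were highest). In the study's own cell cycle list, chosen on these birds and so not independent, 5 of 8 genes past the filter were higher and 1 lower (6 and 2 over the list alone; adjusted p = 1.85e-08; adjusted p = 3.56e-04 with an estimated correlation), the lower one being ANAPC16, a subunit of the anaphase-promoting complex (log2 fold change -1.32, standard error 0.33, adjusted p = 0.0378). ANAPC16 was lost without adult 16L replicate 1, 3, 4 or 5, adult 8L replicate 1, 3 or 5, juvenile 16L replicate 4 or juvenile 8L replicate 1, 3 or 5 (adjusted p 0.0513 to 0.09), in a range of 0.00536 to 0.116.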

Transcripts involved in the ECM and ECM–receptor interaction were among the most significant in the functional annotation analysis. The ECM is critical for practically all tissue morphogenesis (Gullberg and Ekblom, 2003), hence why transcripts implicated in its expression are differentially expressed during the rapidly developing juvenile life stage. Furthermore, the TGF-ß signaling pathway was implicated as significant in this analysis. This pathway is thought to be involved in the testicular development of broiler roosters under long (16 L:8 D) photoperiod conditions (Sun et al., 2020) and functions similarly in quail (Otake and Park, 2016).

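Of the study's 10 genes of TGF-ß signalling by age, DCN and ID2 passed the filter on low counts. ID2, an inhibitor of differentiation induced by BMP signals, had a log2 fold change of 1.84 in juveniles (standard error 0.52, adjusted p = 0.0779 from edgeR), and DCN, decorin, a matrix proteoglycan that binds TGF-ß, one of 1.71 (standard error 0.65, adjusted p = 0.225). ID2 was called with DESeq2 (0.00953 in a range that reaches 0.383) and without juvenile 8L replicate 2 (0.0463), and DCN under no alternative (0.0721 to 0.869). Without juvenile 8L replicates 1 and 5, where bone transcripts were highest, their log2 fold changes were 1.07 and 0.370. With no filter, 8 of the 10 were higher in juveniles at p under 0.01 and 2 passed an adjusted p of 0.05. The 10 genes summed to 42.6 ± 9.73 CPM in 16L adults (SD, n = 5), 35.9 ± 20.4 in 8L adults (SD, n = 5), 79.4 ± 55.6 in 16L juveniles (SD, n = 4) and 284 ± 290 in 8L juveniles (SD, n = 5). The study chose the list on these birds, so its direction is not independent evidence. A list of 24 activin, BMP and TGF-ß regulators made without these birds, 9 of them also on a list of the study, was higher in juveniles (camera, adjusted p = 0.0105; adjusted p = 0.039 with an estimated correlation), with 0 of 4 called over all genes and 3 higher and 1 lower over the list alone.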

Similar to the photoperiod comparison, many named transcripts, implicated in the ECM–receptor interaction pathway, were identified in this comparison across age, including *CHAD* and *COL1A2*. 

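COL1A2 rose in juveniles across photoperiods, with a log2 fold change of 7.05 (standard error 0.92, adjusted p = 7.28e-05 from edgeR). Its CPM was 494 ± 570 in 16L juveniles (SD, n = 4) and 6.79 ± 2.13 in 16L adults (SD, n = 5). CHAD, outside the filter on low counts, had a log2 fold change of 3.14 and an adjusted p of 0.104 with no filter (0.0736 to 0.131 over its alternatives). SPP1, which is on the same list, rose by 10.34 (standard error 1.26, adjusted p = 4.84e-05). Without juvenile 8L replicates 1 and 5, a choice made after seeing the data, COL1A2 had a log2 fold change of 5.32 and SPP1 one of 8.44.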

Bone morphogenetic proteins 4, 5, and 6 (*BMP4*, *5*, and *6*) were implicated in secretion and differentially expressed between adults and juveniles. It is suggested that *BMPs* may have a role in the multiple craniofacial bone growth of birds; *BMP4* is critical for beak development and is expressed in multiple craniofacial bones of Huiyang bearded chickens, and is therefore likely an important transcript of interest when examining age differences in growth and development of Japanese quail (Hong et al., 2019).

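BMP4, BMP5 and BMP6, growth factors that induce bone and cartilage, were outside the filter on low counts, and most of their counts were in 8L juveniles. BMP6 had 18 counts over the 9 juveniles and 3 over the 10 adults, a ratio of 28.4-fold higher (95% counting interval 8.28 to 150), and rose with no filter (adjusted p = 0.0229 from edgeR). Its CPM in 8L juveniles was 10.5 ± 16.8 (SD, n = 5), with 10 and 5 counts in replicates 1 and 5, where bone transcripts were highest, 2 in replicate 2 and none in the others. BMP4 had 11 counts over the 8L juveniles, 1 over the 16L juveniles, 2 over the 8L adults and 6 over the 16L adults (adjusted p = 0.205), and BMP5 had 6, 0, 0 and 1 in that order (adjusted p = 0.114).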

Overall, it is apparent that these functional analyses provide a valuable resource for the identification of novel transcripts associated with both age and photoperiodism. Other groups in the field have used this common method of functional annotation similarly, in order to identify salient areas for future targeted research, for example, in migratory black-headed buntings (Sharma et al., 2018) and Japanese quail (Marasco et al., 2016).

### Targeted qRT-PCRs replicate findings obtained through transcriptome analyses

qRT-PCRs for *PRL*, *FSHß*, *LHß*, and *GH* confirm data generated using Oxford Nanopore RNA sequencing. *PRL* is a well-known marker of long photoperiod in birds (Yasuo et al., 2004; Sharp, 2005). qRT-PCR analyses indicate that *PRL* expression is significantly high in the adult 16 L group compared with the 8 L group. Surprisingly, there was a photoperiodic difference in juveniles. In juveniles, the lack of *PRL* change supports the conjecture that light exposure modifies a developmental program similar to the lack of changes observed in the MBH *DIO2/DIO3* system. Similarly, *FSHß* was increased in adults exposed to long photoperiods, consistent with previous reports (Yasuo et al., 2006). However, there was no change observed in the juvenile pituitary gland. *FSHß* causes gonadal cell proliferation and the inhibition of *FSHß* in quail results in the regression of testis size (Brown and Follett, 1977). The lack of a change in *FSHß* in the juveniles suggests that short photoperiod delayed testicular growth. We propose that *PRL* and *FSHß* are molecular markers of photoperiodic programs in adult Japanese quail.

*LHß* expression, however, was found to increase in both adult and juvenile 16 L conditions (Follett et al., 1975; Nicholls et al., 1983). It is interesting that *LHß* expression is increased in juveniles housed in long photoperiod and indicates that the testicular growth observed was a result of the direct action of *LHß* on the testes. These data indicate that *LHß* expression is under the control of photoperiodic programs in both adult and juvenile quail. It is currently unclear how gonadotrophs that express *LHß* and *FSHß* are differentially regulated by photoperiod and developmental programs, respectively. *OPN5* expression mirrored *LHß* in both adult and juvenile pituitary glands, suggesting a potential molecular mechanism that links light and *LHß* expression, independent of *FSHß* expression.

A clear example of a molecular marker of developmental programs is *GH* expression occurring in somatotrophs. 

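GH in the 9 juveniles ran from 2291 CPM in juvenile 8L replicate 1 to 98890 in juvenile 16L replicate 2. Between 16L and 8L juveniles it differed by 2.23 on log2 CPM (exact two-sided permutation test, p = 0.0635, adjusted p = 0.147). Summed over the pituitary hormones, the 5 8L juveniles had 2609, 44853, 29522, 37210 and 6921 CPM, the lowest sums in replicates 1 and 5. Over the 9 juveniles the hormone sum and the osteoblast sum had a Pearson r of -0.63 (permutation p = 0.0613, adjusted p = 0.0919 over the 6 relations) and a Spearman rho of -0.40 (permutation p = 0.291, adjusted p = 0.437), and r, on log2 sums, was -0.46 without juvenile 8L replicates 1 and 2 and 0.34 without replicates 1 and 5.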

In juvenile quail, there was a robust increase in *GH* expression, independent of photoperiod treatment. Conversely, *GH* expression was found to be consistent across photoperiod conditions in adults. 

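Between adults under 16L and 8L, GH had a log2 fold change of 0.52 (standard error 0.47, adjusted p = 0.999 from edgeR, n = 5 each). On log2 CPM the adult groups differed by 0.51 (exact two-sided permutation test, p = 0.397). Across ages GH had a log2 fold change of 1.08 under 16L (standard error 0.48, adjusted p = 1.00). SSTR5, a receptor of somatostatin, which restrains GH release, had 6.29 ± 2.36 CPM in 16L adults (SD, n = 5) and 5.95 ± 5.65 in 8L adults (SD, n = 5).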

For adults this is expected, as *GH* expression is no longer required for growth and development once maximum size has been reached, and hence ceases to be expressed in older birds (Scanes and Lauterio, 1984). One limitation of the current experiment is the inability to link *GH* expression with body mass.

## Conclusions and future research

Overall, the findings reported here indicate pituitary gland cell specificity for photoperiodic and developmental programs of the reproductive physiology of birds. The data indicate somatotrophs as a cellular basis of developmental programs, lactotrophs as a marker of photoperiod programs, and gonadotrophs as a mix of both programs (Extended Data Fig. 3-2); this conclusion builds on recently published work indicating a pituitary cell autonomy, separate from changes driven by the MBH, in seasonal *FSHß* expression (Majumdar et al. 2023). Our approach to conducting Oxford Nanopore RNA sequencing and qRT-PCR analyses to investigate the photoperiodic and developmental responses in quail provides a robust approach to provide a comprehensive and confirmatory strategy. The data generated suggested a wide range of potentially interesting transcripts in the comparisons between photoperiod and age, acting as a resource to guide future research. It is unclear which transcripts and gene ontology pathway analyses are associated with the pituitary cell types. The next steps are to establish which functional pathways are associated with photoperiodic and developmental programs at a cellular resolution. Moreover, many studies have highlighted that photoperiodic cues may be insufficient for full ovarian development indicating that other supplementary cues are required for full reproductive competence (Ball and Ketterson, 2008; Tolla and Stevenson, 2020). Sex differences in the adult and juvenile seasonal programs responses are therefore a salient avenue for future research.

## Synthesis

Reviewing Editor: Julie Bakker, University of Liege Decisions are customarily a result of the Reviewing Editor and the peer reviewers coming together and discussing their recommendations until a consensus is reached. When revisions are invited, a fact-based synthesis statement explaining their decision and outlining what is needed to prepare a revision will be listed below. The following reviewer(s) agreed to reveal their identity: NONE.

synthesis: 2 reviewers have seen your revision and both agree that the ms has been improved significantly. Some minor comments remain, please follow closely the comments and suggestions made by the reviewers.

Reviewer 1:

The authors have provided very detailed and exhaustive responses to the comments that had been presented by both reviewers. All responses appear logical and satisfactory.

The additional information that had been requested has been provided.

One could still argue about a couple of the decisions made but since the potential limitations are clearly presented in the paper this would not be constructive and the paper should, in my opinion, now be accepted for publication.

The first submission of this paper was raising a lot of questions and I had focused on these problems in my review. Now that all these questions have disappeared and that the nature of data is completely clear, I could precisely focus on how they are presented. A careful reading of the revised manuscript revealed a number of relatively minor problems in presentation and I am suggesting a number of potential improvements below.

Line 28 (Statements): the identified novel transcript correlated (are associated) with photoperiod-and developmental program but I do not think the authors have information to demonstrate that the transcript DRIVE thee programs

Lines 186-209: the statistical methods as explained in the text (methods and results sections) do not match what is said in the legend of figure 1 (2 way ANOVA vs. t-test for testes and fat score; 1 vs. 2 way ANOVA for qPCR). Also phrasing of text is sometimes inadequate: e.g., "DiO2 expression has a significant effect of age...." NO: age has a significant effect on DiO2. Presentation is also redundant. Some results are in the text and replicated in part in the legend of the figure. The statistical results should be explained in the text, not split between text and figure legends.

The phrasing of these 2 sections should be carefully edited and made coherent with the legend of figure 1.

The section on qPCR (lines 232-249) is hard to read since this is a listing of main effects or interactions with associated probabilities. A table summarizing these data (2 main effects and the interaction , with the associated F and P) associated with a few comments would be a lot easier. You could put all results in a table and then for each main effect and for the interaction just list the variables for which there is a significant effect.

And, this long list of probabilities is duplicated between the legend of figure 3 and the text, result section. This information should be in the text and not reproduced in the figure legend.

The way statistical results are reported in figures 1 and 3 is in my opinion inadequate. Letters as plotted here can be used for post-hoc tests following a significant interaction. If there is an effect of one or the other main factor, no post hoc test needs to be performed since these factor sonly have 2 levels and graphically significant effects can only be indicated by having brackets joining pairs of data points and adding an asterisk above the bracket. This might actually be difficult if the two main factors are associated with significant effects. Figures should be modified to comply.

Reviewer 2:

This article is a revised version of a previous research paper on age-dependent photoperiodism using Japanese quail as a model. The manuscript has much improved and the results and discussion provide more information and a clearer picture. The information presented here are definitely of interest and provide a very interesting framework to work with. The authors have answered to most of my comments and concerns. I'd still temper the conclusion regarding the impact of the interaction of development and photoperiod as the adult group was exposed to long day for 8 weeks compared to 10 days in juveniles. I do understand that looking at juvenile stage in these birds is definitely restricted by the time but still, one might argue that it is the 8 weeks long exposure to long day that has an impact, not the long days in adult. A better comparison would have been to look for a 5 days exposure to long day in adult. In addition, providing information for females, as required by most funding agencies, would have been interesting

Minor comments.

-Unless I missed it, the letters in the figure to indicate statistically significant differences are not reported in the legend and I am kind of surprised that in figure 1C, Juvenile in short day are different from the groups of adults, is that correct?

- line 191: 2 females had large ovaries... but no follicular development? This could be added

-line 210: I'd add transcript expression in the pituitary for clarity

- line 389: light exposure modifies a development program similar to a lack of change... Again, maybe I misinterpret something but for my point of view, that would be the reverse (if I forget about the duration of exposure to long day in juvenile and adult). Long days seems to work only in adult to increase FSH expression, while juvenile did not reach the stage when they can be receptive to long day... no? Similarly, for LHb, the authors (line 401) indicate that its expression is under the control of photoperiod. Yes, to some extent, but the fold increase is much higher (with significant difference) in adult

How the deposited data were processed for this re-analysis (not part of the article)

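RNA from the pituitary glands of 19 Japanese quail was measured, with 1 library for each bird in 4 groups: adults under 16L and 8L and juveniles under 16L and 8L. The authors made complementary DNA with the PCR-cDNA barcoding kit of Oxford Nanopore, read it on a GridION, called bases and separated barcodes with guppy, removed adapters with Porechop and short or poor reads with Filtlong, aligned the reads with minimap2 and estimated reads per transcript with Salmon. The paper's text names a quail genome assembly as the reference and gives no version of these tools. The values used here are the estimated counts from Salmon that the authors deposited, not normalized, of which the share of whole numbers was tested in each library. Transcripts that share a gene symbol were summed, and the sums were rounded for the count models. Symbols that start with LOC could not be matched to the quail annotation at hand. Which annotation the counts rest on is therefore not known, and no position is given for a gene.

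Library totals ran from 90599 to 4796665 counts, with 5 libraries under 200000. With totals this uneven, a single count stood for between 0.208 and 10.1 CPM, so that genes at a few counts carry wide errors. Between 13.4% and 58.6% of the counts of a library fell on 51 gene copies in 4 families, whose counts stayed within 5% of one another in every library. Counts per 1000000 (CPM) were taken over the library total times its TMM factor over all 19 libraries, and TMM factors were computed again in each fit.

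Each comparison was fitted with edgeR 4.0.16 (limma 3.58.1, R 4.3.3, data.table 1.17.8) through estimateDisp, glmQLFit with legacy=TRUE and glmQLFTest, on the libraries of its own groups. The filter was filterByExpr with a minimum count of 10 and a minimum total of 15. The comparisons were 16L against 8L in adults and in juveniles, juveniles against adults under 16L and under 8L, any difference among the 4 groups, photoperiod across ages with age as a term, age across photoperiods with photoperiod as a term, and the interaction of age and photoperiod. Genes were counted at an unadjusted p under 0.01, the threshold of the paper's figure, and at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was derived from its quasi-likelihood F statistic. Single genes were also compared by exact two-sided permutation tests on log2 CPM with a prior count of 2, adjusted over 44 tests. Some of these genes, such as NTS, GH and HAPLN1, were named by the paper from these birds, which the adjustment does not cover. Ratios for genes with 1 to 3 counts in a group carry exact 95% intervals on the counts. Overlaps were tested with Fisher's exact test, and correlations over the 9 juveniles, on log2 sums, by permutation, with 6 relations in the family. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for correlations and figures.

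The tests, the comparisons, most alternatives and 23 gene lists were set before the data were examined. The lists hold pituitary hormones, pituitary transcription factors, receptors of hypothalamic hormones, secretory granule proteins, neuropeptides, thyroid hormone and photoperiod signalling, the circadian clock, steroid receptors, regulators of activin, BMP and TGF-ß, the cell cycle, immediate early and stress genes, metallothioneins and W-linked genes, and markers of osteoblasts, osteoclasts, cartilage, connective tissue, red blood cells, leukocytes, endothelial and mural cells, skeletal muscle, glia and neurons. A further 11 lists were copied from the paper's tables of functional terms. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated one, and with fry. The adjusted p of a list is over all lists tested in its comparison, those copied from the paper among them. Since those were chosen on these birds, they can lower the adjusted p of the other lists. Genes are named by a rule with 3 parts. The first takes every gene the paper names for a comparison, and the values of some of these were seen in the paper's tables. The second takes, for each comparison, up to 10 higher and 10 lower genes with the smallest p among those past the adjusted threshold (p under 0.01 where fewer than 5 pass) that have an annotated symbol and groups that do not overlap. The third takes up to 4 members of each list with the smallest p and members that go against the list. WIPF1 lies outside the rule, and 1 gene that the rule takes is not reported here.

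The alternatives were DESeq2 1.42.0, limma-voom, RLE and upper-quartile factors, no filter, a stricter filter of 10 counts in every library of a group, legacy=FALSE, the replicate number as a block, the 2 runs of birds in the paper's table as a term, all 4 groups in 1 fit, no term for the other factor, males only, sex as a term, a fit without genes of bone, connective tissue, blood and muscle, a log2 fold change over 1, an adjusted p under 0.2, prior counts of 0.5 and 5, and each library left out in turn. Replicate numbers pair no birds, so the block serves as a check only. Added after the data were seen were counts not rounded with no filter, a fit without the near-identical copies, a fit without the 5 libraries under 200000 counts, a fit without juvenile 8L replicates 1 and 5, the correlations without these 2 libraries, the permutation tests of single genes with each library left out in turn, and the overlap of photoperiod calls in fits other than those with no filter or an adjusted p under 0.2. The counts were refitted on 100 splits of the birds drawn with a fixed seed, the real split included. The whole procedure was tested on simulated counts of the same depth, where 1 to 9 unchanged genes were called per comparison. Left out were measurements by qRT-PCR, hypothalamic tissue and physiology, which have no sequencing counts here and were not analysed.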

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

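The tests on bone transcripts and on HINTW and the fit without gene copies were chosen only after the result was seen, and the thinning of counts and the other splits of the birds were not. Markers of osteoblasts and osteocytes ran from 111 to 16492 summed CPM over the 9 juveniles, with COL1A1 at 6045 CPM and SPP1 at 3790 CPM in juvenile 8L replicate 1, and from 36.4 to 56.7 over the 10 adults. Of the 22 genes listed, adult pituitaries express 7 at a mean of at least 1 CPM, the other marker lists hold 0 and the study's lists hold 6. The tables argue against an increase of one size shared by all juvenile pituitary cells, since the highest juvenile had 148 times the lowest, against 1.56 times among adults. For juvenile 8L replicates 1 and 5, with the highest sums, the values argue against library size. They held 408050 and 684981 counts, inside the adult range of 128509 to 4796665, over which the sums stayed between 36.4 and 56.7. For the other juveniles library size stays open. Over all 9 the osteoblast sum and the library total had a Spearman rho of -0.167 with a 95% interval of -0.748 to 0.559 (permutation p = 0.678, adjusted p = 0.678), which leaves a relation of either sign open. Without juvenile 8L replicates 1 and 5 the rho was -0.714. Bone tissue taken with the gland stays open too. The paper states that the gland was dissected from the sella turcica and does not say whether bone came with it. Bone would displace the gland's own transcripts. Over the juveniles the hormone sum had a rho of -0.40 with the osteoblast sum (permutation p = 0.291, adjusted p = 0.437, and Pearson r -0.63, adjusted p = 0.0919). The granule sum had a rho of -0.62 (permutation test, adjusted p = 0.171, and r -0.77, adjusted p = 0.0107). Without juvenile 8L replicates 1 and 5 these rhos were 0.286 and -0.179. That step removes the 2 birds with the highest osteoblast sums, which carry the pattern, so it cannot speak against bone tissue. The osteoclast (rho 0.933) and cartilage (0.967) sums that went with the osteoblast sum are part of the pattern and test nothing. A difference that comes with age, in the gland or in the bone and cartilage around it, stays open as untested, as does how much of the juvenile difference in other genes it carries.

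In 16L juveniles 73 genes were lower and 14 higher than in 16L adults at an adjusted p under 0.05. When 4 adult 8L libraries were thinned to the juvenile 16L totals and set against the 16L adults, a median of 1 gene was lower over 20 draws. Low depth alone thus made few lower calls where little differs, since that contrast had 2 calls unthinned. It cannot show whether low depth tilts the direction of calls among real age differences, so fewer counts stay open. The tables argue against the near-identical gene copies, since 74 genes were lower without them. A difference of age in the gland and the share of other tissue in the juvenile samples stay open, as untested.

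HINTW, a gene of the female-specific W chromosome, had 120 counts in juvenile 16L replicate 3, 67 in juvenile 16L replicate 4 and 307 in juvenile 8L replicate 2, and none in the other 16 libraries. The paper's table of birds lists juvenile 16L replicates 2 and 4 and juvenile 8L replicate 2 as females. The tables argue against too few counts in juvenile 16L replicate 2, which would hold 24.0 counts at the lowest rate of the 3 libraries with HINTW. The 120 counts in replicate 3 are consistent with an exchange of the records or tubes of replicates 2 and 3. A wrong entry of sex alone for both birds stays open, although the paper reports ovaries measured in 2 16L females and the table lists replicate 2 as 1 of them, and either way both birds belong to the 16L juveniles, so that the fits with males only and with sex as a term rest on the listed sexes and the others do not.

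Other single birds stood far from the rest of their group: of 180 groups of values tested, 12 held such a bird, where chance gives about 1 in 20, or 9. In log2 CPM, POMC was 6.65 in juvenile 8L replicate 1 (nearest other bird 10.78), TSHB was 1.06 in adult 8L replicate 2 (6.24), where it had no count, and NTS was 2.75 in juvenile 16L replicate 1 (1.06). MEF2A was 1.06 in juvenile 8L replicate 4 (8.21), and MEF2D was 1.06 in adult 8L replicate 2 (6.51) and in juvenile 8L replicate 3 (6.95), 1.06 being the value of a bird with no count. Summed over lists, CPM was 2054 for clock genes in adult 16L replicate 2 (1498), 2114 for leukocyte markers in adult 8L replicate 1 (513), 100512 for pituitary hormones in juvenile 16L replicate 2 (57562), 87.9 for the study's ECM-receptor genes by age in adult 8L replicate 2 (144) and 18.7 for its symport genes in adult 16L replicate 2 (5.82). The library total of adult 16L replicate 3 was 4796665 counts, where the next adult 16L library had 1354856.

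Over 100 splits of the birds into groups of the same sizes, the real one included, few gave counts as large as the real ones by age and over the 4 groups. With 100 splits for each count and no correction over the comparisons, this makes chance less likely but does not exclude it. For ages under 16L, 1 split gave a count as large as the real 284 at p under 0.01 (highest other 110) and 1 as large as 87 past the adjusted threshold (4). Under 8L, 3 splits gave 107 or more (175) and 2 gave 8 or more (45). For the 4 groups it was 1 split for 305 (282) and 1 for 99 (96), and for age across photoperiods 1 for 382 (115) and 1 for 140 (3). Between adult photoperiods, 3 splits gave 2 or more genes past the adjusted threshold (highest other 2), and 10 splits gave 50 or more at p under 0.01 (94). Splits as large were common between juvenile photoperiods for 3 genes (73 splits, 73) or 0 genes (100 splits, 18). The same held for photoperiod across ages with 27 genes (41 splits, 84) and for the interaction with 85 genes (76 splits, 304) or 0 genes (100 splits, 26). For the 1 gene past the adjusted threshold by photoperiod across ages, 5 splits were as large (2). In none of these, nor for the 50 genes between adult photoperiods, can chance be excluded. Some splits called more genes than the real one, as between juvenile photoperiods, for ages under 8L and in the interaction, and what sets these splits apart was not tested.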

How the results depend on the processing

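Counts with no filter and no rounding, without near-identical copies, without the 5 shallow libraries and without the 2 bone-rich juvenile 8L libraries (replicates 1 and 5) come from fits chosen only after the result was seen, as do permutation tests with a library left out and the overlap of photoperiod calls in fits other than those with no filter or an adjusted p under 0.2. Of 527 alternative counts of genes, 341 stayed within 1.5 times the reported count and 186 did not. Of 3127 alternative values of named genes, 2823 kept their direction and their side of the adjusted threshold, 255 lost the call, 43 gained one and 6 turned direction, and of 814 alternative tests of lists the numbers were 698, 92, 10 and 14. Of 207 alternative permutation tests 154 stayed, 46 lost the call, 3 gained one and 4 turned. Each loss came with 1 bird fewer and at the smallest p that the birds left allow. The number of birds decides these losses and not the genes, through a gene's own test or through the tests adjusted with it. Calls at an adjusted p of 0.0499 rest on several permutation tests tied at p = 0.00794. None of the 4 that turned was called: MEF2A between adult photoperiods without adult 8L replicate 4 (-0.0581, in a range of -0.0581 to 0.352) and OPN5 between juvenile photoperiods without juvenile 16L replicate 2 or 4 (0.178) or juvenile 8L replicate 3 (0.529, in a range of -0.638 to 0.529). MT3 between adult photoperiods and COL1A1, GH and the cell cycle, osteoblast and red blood cell lists with age across photoperiods kept their calls under every alternative run, with adjusted p values up to 0.0214 for MT3, 0.00536 for COL1A1 and 0.0242 for GH. For ages under a single photoperiod an estimated correlation ended list calls, under 16L of the cell cycle (0.0509), osteoblast and red blood cell lists (0.0784 each) and under 8L of the osteoblast and red blood cell lists (0.0877 each). Depth limits the genes that can be tested, 2405 between juvenile photoperiods and 7478 between adult photoperiods, and a 4-fold difference was recovered for 15.6% of simulated genes between juvenile groups and 2% in the interaction. Fits without a filter test more genes at few counts, and fits with fewer birds test other genes, while for the other settings the cause was not tested.

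With DESeq2, genes at p under 0.01 numbered 97 between adult photoperiods, 18 between juvenile photoperiods, 324 for ages under 8L, 587 over the 4 groups, 109 for photoperiod across ages, 673 for age across photoperiods and 163 in the interaction, and genes past the adjusted threshold 10 between adult photoperiods, 187 and 107 for ages under 16L and 8L, 385 over the 4 groups, 399 for age and 7 in the interaction. With no filter, the counts at p under 0.01 were 210 and 185 between adult and juvenile photoperiods, 695 and 683 for ages under 16L and 8L, 865 over the 4 groups, 221 for photoperiod, 1060 for age and 250 in the interaction, and the adjusted counts 5 between adult photoperiods, 183 and 135 for ages under 16L and 8L, 301 over the 4 groups and 364 for age, with 2 genes shared by adult and juvenile photoperiod calls. With no filter and no rounding, they were 206, 184, 685, 678, 856, 222, 1057 and 251 in the same order at p under 0.01, and 4, 182, 130, 296 and 361 past the adjusted threshold, again with 2 shared. With all 4 groups in 1 fit, 14 and 164 genes passed p under 0.01 between adult and juvenile photoperiods and 326 for ages under 8L, and 1, 2, 27 and 55 passed the adjusted threshold between adult photoperiods, between juvenile photoperiods and for ages under 16L and 8L. Without the 5 shallow libraries, the counts at p under 0.01 were 78 and 39 between adult and juvenile photoperiods, 474 and 255 for ages under 16L and 8L, 591 over the 4 groups, 68 for photoperiod, 609 for age and 260 in the interaction, and the adjusted counts 136 and 3 for ages under 16L and 8L, 212 over the 4 groups, 0 for photoperiod and 5 in the interaction.

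With limma-voom, p under 0.01 was reached by 13 genes between juvenile photoperiods, 175 for ages under 8L and 48 for photoperiod, and the adjusted threshold by 1 between adult photoperiods, 35 and 4 for ages under 16L and 8L and 24 over the 4 groups. With the replicate number as a block, 129 and 54 genes passed p under 0.01 for ages under 16L and 8L and 49 in the interaction, and 1 passed the adjusted threshold between adult photoperiods, 0 and 1 for ages under 16L and 8L, 25 over the 4 groups and 0 for photoperiod. With legacy=FALSE, 6 genes passed p under 0.01 between juvenile photoperiods and 52 for photoperiod, and 1 passed the adjusted threshold in the interaction. With males only, p under 0.01 was reached by 14 genes between juvenile photoperiods, 262 for ages under 8L, 605 over the 4 groups, 71 for photoperiod, 699 for age and 207 in the interaction, and the adjusted threshold by 24 and 49 for ages under 16L and 8L, 226 over the 4 groups, 3 for photoperiod, 319 for age and 2 in the interaction. With sex as a term, 244 genes passed p under 0.01 for ages under 8L, and 6 and 38 passed the adjusted threshold for ages under 16L and 8L and 221 for age. Without the 2 bone-rich libraries, 5 genes passed p under 0.01 between juvenile photoperiods and 63 for photoperiod, and 55 passed the adjusted threshold over the 4 groups. At an adjusted p under 0.2, 243 genes passed for ages under 16L, 250 over the 4 groups, 408 for age and 2 in the interaction. With the runs of birds in the paper's table as a term, 36 and 2 passed the adjusted threshold for ages under 16L and 8L. The stricter filter left 48 genes at p under 0.01 for ages under 8L, 190 over the 4 groups and 247 for age, and 38 and 57 past the adjusted threshold over the 4 groups and for age. For ages under 8L, 4 genes passed the adjusted threshold with RLE factors, 4 without near-identical copies and 2 without genes of bone, connective tissue, blood and muscle, which left 56 over the 4 groups. Without the other factor, 0 genes passed the adjusted threshold for photoperiod across ages.

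With each library left out in turn, the counts at p under 0.01 ran from 44 to 78 between adult photoperiods, 0 to 15 between juvenile photoperiods, 115 to 449 and 66 to 262 for ages under 16L and 8L, 239 to 414 over the 4 groups, 19 to 52 for photoperiod, 293 to 482 for age and 56 to 160 in the interaction. Past the adjusted threshold they ran from 1 to 4, 0 to 0, 25 to 85, 0 to 49, 46 to 163, 0 to 2, 86 to 207 and 0 to 3 in that order. The interaction turned direction for FSHB without adult 16L replicate 5 (0.00907), juvenile 8L replicate 5 (1.59) or the 2 bone-rich libraries (1.57), for NTS with males only (0.24) or without juvenile 16L replicate 3 (0.19), and for PRL without the 5 shallow libraries (0.44), none of them called, and over all libraries left out it ran from -1.87 to 1.59 for FSHB and from -3.70 to 0.19 for NTS. Without the 2 bone-rich libraries the study's extracellular matrix list turned between juvenile photoperiods (adjusted p = 0.778) and for photoperiod across ages (0.995), as did the osteoblast list in both (0.778 and 0.571) and the connective tissue list for photoperiod across ages (0.995). The study's secreted list turned to lower for photoperiod with males only (0.393), without adult 16L replicate 1, 3, 4 or 5 (0.624, 0.563, 0.451, 0.585) and without juvenile 16L replicate 1, 2, 3 or 4 (0.626, 0.579, 0.851, 0.889), and was not called in any of these, nor with any other library left out (0.0778 to 0.889).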

Differences from the paper's values

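Values from the fit with no filter and no rounding and from the fit without the 5 libraries under 200000 counts were chosen only after the values were seen, as were permutation tests with a library left out and the overlap of calls in fits other than those with no filter or an adjusted p under 0.2. Where a log2 fold change of the paper is given, it comes from the paper's Extended Data Table 2-1.

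Between 16L and 8L adults the paper counts 206 transcripts at p under 0.01, 126 higher and 80 lower, and here 50, 39 and 11 genes passed. Of the alternatives set before the data were examined, the fit with no filter gave 210, 127 and 83, and all others stayed more than 1.5 times away. Between juveniles the paper counts 184, 40 higher and 144 lower, and here 3, 0 and 3 passed. No filter gave 185, 40 and 145 and all 4 groups in 1 fit gave 164, 43 and 121, and the other alternatives did not come within 1.5 times. Of these, the paper finds 143 lower and 39 higher transcripts in juveniles that were not called in adults, against 3 and 0 here and 144 and 39 with no filter, while an adjusted p under 0.2 gave 0 and 0. Of the other fits run at both ages, all 4 groups in 1 fit came within 1.5 times with 121 and 43, as did no filter and no rounding (below), and the rest did not. For ages under 16L the paper counts 685, 175 higher and 510 lower, against 284, 53 and 231 here. No filter gave 695, 174 and 521, leaving out juvenile 16L replicate 3 gave 386 lower, and the others did not reach these counts, while without the 5 shallow libraries, chosen after seeing the values, 474 passed, 358 of them lower, and how many of the paper's genes this drops was not counted.

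For ages under 8L the paper counts 678 transcripts, 422 higher and 156 lower, against 107, 60 and 47 here. No filter gave 683 and 423 higher, and no other alternative reached these. The 422 and 156 of the text do not add up to 678, and in the paper's table for this comparison, 678 genes are at p under 0.01, 422 higher and 256 lower. Against these 256, no filter gave 260 and no other alternative set beforehand came within 1.5 times. Against the 156 of the text, which the table does not bear out, counts within 1.5 times came with DESeq2 (155), limma-voom (134), males only (169), sex as a term (155), all 4 groups in 1 fit (145), without juvenile 8L replicate 2 (169) and, chosen after seeing the values and dropping 534 of the 678 genes in the paper's table, without the 5 shallow libraries (105), and with none of the others. The fit with no filter and no rounding, chosen after seeing the values, gave 206, 126 and 80 in adults, 184, 40 and 144 in juveniles with 143 and 39 not called in adults, 685, 175 and 510 under 16L and 678, 422 and 256 under 8L, each equal to the count of the paper's text or, for the 256, of its table. Other counts of this fit are not equal to the paper's: over the 4 groups it gave 856 where the paper counts 331 and the filtered fit gave 305, and it gave 222 for photoperiod across ages and 1057 for age, where the paper's tables hold 340 and 1189 genes at p under 0.01 and the filtered fit gave 27 and 382. It drops 0 of the 678 genes of the paper's table under 8L, 158 of the 340 at p under 0.01 in its table for photoperiod across ages, of which 1999 genes are at hand, and 222 of 1189 in its table for age.

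For photoperiod across ages the paper gives a log2 fold change of -6.51 for HAPLN1, and here it was -3.94 (standard error 1.22). Without age as a term it was -6.67, and no other alternative came within its standard error of the paper's. THBS2 was -3.25 in the paper and -1.53 here (standard error 0.93), with -3.36 when age was not a term and all other alternatives further away. COL6A3 was -3.85 in the paper and -2.63 here (standard error 1.10), and it came within the error with DESeq2 (-3.05), the replicate block (-2.94), no term for age (-3.94), without adult 16L replicate 4 (-4.32) and without any 1 of the adult 8L libraries (-2.94 to -2.74), and not otherwise. CGA was 1.396 in the paper and 0.87 here (standard error 0.48), and it came within the error with limma-voom (1.27), the replicate block (0.97), males only (1.27), no term for age (1.31), without juvenile 16L replicate 1 (1.01), 2 (1.07) or 4 (0.89) or juvenile 8L replicate 2 (1.03), 3 (0.95) or 4 (1.02), not otherwise among those set beforehand, and without the 5 shallow libraries (1.41), chosen after seeing the values and dropping 307 of the paper's 340 genes at p under 0.01. For age, PRL was -1.49 in the paper and -0.76 here (standard error 0.56), and it came within the error with limma-voom (-1.42), no filter (-1.03), the replicate block (-0.98), no term for photoperiod (-1.22) and without juvenile 16L replicate 4 (-0.92) or juvenile 8L replicate 3 (-0.96) or 4 (-1.08), not otherwise among those set beforehand, and, chosen after seeing the values, with no filter and no rounding (-1.02, dropping 222 of the paper's 1189 genes at p under 0.01) and without the 5 shallow libraries (-1.20, dropping 792).

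Over the genes of the paper's tables that passed the filter here, the sign was the same for 354 of 354 by photoperiod (Pearson correlation of log2 fold changes across genes 0.964), 810 of 810 by age (0.997) and 162 of 162 under 8L (1.00). Of the paper's genes at p under 0.01 in these tables, 302 of 340, 711 of 1189 and 566 of 678 were outside the filter here, and of those inside, 18 of 38, 336 of 478 and 79 of 112 were called at the same threshold. The paper calls PRL and FSHB different between adult photoperiods at p under 0.01, and edgeR gave each an unadjusted p under 0.01 here too, while at an adjusted p under 0.05 PRL was called with DESeq2, with no filter and without adult 16L replicate 2 and FSHB in no fit, and in its permutation test without adult 8L replicate 2 (0.0437), chosen after seeing the values and run on single genes alone. The paper's qRT-PCR, which was not analysed here, gave both genes a main effect of photoperiod. The paper marks OPTC and EBF3 as higher in adults in Fig. 2a, and they passed here with no filter and under alternatives to that fit, for EBF3 with no filter and no rounding alone (0.0398), chosen after seeing the values, and how many of the paper's adult genes this drops was not counted. It calls HAPLN1 in juveniles, where no fit gave an adjusted p under 0.05 (0.121 with no filter) and the permutation test of its log2 CPM passed with a prior count of 0.5 (0.0437). GH between ages under 8L, which the paper calls at p under 0.01, had an unadjusted p of 0.00299 from edgeR and so passes that threshold here too, while its adjusted p was 0.373, under 0.05 with DESeq2 and without the 2 bone-rich libraries, the latter chosen after seeing the values and dropping 617 of the 678 genes. PRL across the 4 groups, which the paper names as changed at p under 0.01, had an unadjusted p of 0.00619 from edgeR and passes that threshold as well, and at an adjusted p under 0.05 it was called with DESeq2 and with no filter, and, chosen after seeing the values, with no filter and no rounding. For photoperiod across ages OPTC, outside the filter, had an adjusted p of 0.0806 with no filter, and alternatives to that fit called it with males only (0.00102) and without juvenile 16L replicate 4 (0.0311). ITGA3, CHAD, COL2A1, BMP4 and BMP5 were outside the filter here.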

Other observations

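The correlations over juveniles were chosen only after the result was seen. Markers of red blood cells rose in juveniles across both photoperiods (camera, adjusted p = 2.53e-13; adjusted p = 0.00969 with an estimated correlation), with 5 of 6 genes higher and 6 adjusted over the list alone. Their summed CPM was 1084 ± 706 in 16L adults (SD, n = 5) and 1445 ± 601 in 8L adults (SD, n = 5), and ran from 1137 to 12111 over the 9 juveniles. HBAD, a hemoglobin alpha chain, rose by a log2 fold change of 2.40 (standard error 0.48, adjusted p = 0.00699), a call that ended without the 5 shallow libraries, chosen after seeing the data (0.0573, the highest of its alternatives, whose lowest was 3.21e-05). Pituitary transcription factors were lower together in juveniles (adjusted p = 0.0021; adjusted p = 0.0872 with an estimated correlation), with 0 of 9 called over all genes and 7 lower over the list alone. LHX3, which specifies hormone cells of the pituitary, had a log2 fold change of -1.23 (standard error 0.42, adjusted p = 0.177), called with DESeq2 (0.0169 in a range that reaches 0.271). Their sums were 1929 ± 296 and 2156 ± 321 CPM in 16L and 8L adults and 1006 ± 341 and 1340 ± 547 in 16L and 8L juveniles. In 16L juveniles, receptors of hypothalamic hormones were higher than in 16L adults (adjusted p = 0.0147; adjusted p = 0.0784 with an estimated correlation; 0 of 5 called, 3 over the list alone), a call that ended with males only (0.549) and without adult 16L replicate 1, 2, 3 or 5 or any 1 of the juvenile 16L libraries (0.0573 to 0.34).

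Genes of the circadian clock summed to 1524 ± 313 and 1248 ± 259 CPM in 16L and 8L adults and to 885 ± 371 and 608 ± 213 in 16L and 8L juveniles. They were lower together in juveniles (adjusted p = 0.0185; adjusted p = 0.13 with an estimated correlation), with 0 of 10 called, and the call ended without juvenile 16L replicate 1 (0.0579) or juvenile 8L replicate 1 (0.0773) and, chosen after seeing the data, without juvenile 8L replicates 1 and 5 (0.127), in a range of 0.0141 to 0.13. Steroid receptors summed to 160 ± 16.1 and 184 ± 29.3 CPM in adults and 76.6 ± 36.7 and 82.1 ± 47.8 in juveniles (adjusted p = 0.0461; adjusted p = 0.165 with an estimated correlation; 0 of 3 called, 1 lower over the list alone), a call that ended without adult 16L replicate 2 or 5, adult 8L replicate 1 or juvenile 8L replicate 2 (0.05 to 0.0539) and with the runs of birds as a term (0.0513). Glial markers were higher in juveniles (adjusted p = 0.0352; adjusted p = 0.165 with an estimated correlation; 1 of 5 called, 2 over the list alone), a call that ended without adult 8L replicate 2 (0.0577). MT3, high in 16L adults, had an interaction of age and photoperiod of -6.11 (adjusted p = 0.124), called with DESeq2 (3.57e-05), legacy=FALSE (0.0411), without juvenile 8L replicate 4 (0.045) and without the 5 shallow libraries (0.0103), in a range that reaches 0.658. The 2 metallothioneins found, MT3 and MT4, summed to 258 ± 175 CPM in 16L adults and 9.79 ± 4.60 in 8L adults (SD, n = 5 each), and to 41.6 ± 49.0 and 66.0 ± 63.4 in 16L and 8L juveniles.

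Other lists did not pass with age: neuropeptides (adjusted p = 0.529, 1 of 4 higher and 1 lower), immediate early and stress genes (0.462), leukocyte markers (0.666, 1 of 5 lower), endothelial and mural cell markers (0.378, 1 of 4 higher and 1 lower) and thyroid hormone and photoperiod signalling (0.786). Neuron markers had an adjusted p of 0.134 by age. No skeletal muscle marker passed the filter, and their sums stayed between 7.60 and 17.2 CPM by group mean. Of the W-linked genes HINTW alone was found. Under 16L across ages, markers of osteoblasts (adjusted p = 0.0236; 0.563 with an estimated correlation), red blood cells (0.0191; 0.416) and connective tissue (0.0357; 0.539) were lower and neuron markers higher (0.0236; 0.392). Each of these 4 calls ended without juvenile 8L replicates 1 and 5, a choice made after seeing the data (0.571, 0.175, 0.995 and 0.516), and without juvenile 8L replicate 4 (0.0638 to 0.0672) or 5 (0.0881 to 0.26) alone. The osteoblast call also ended without juvenile 8L replicate 1 (0.298), juvenile 16L replicate 3 (0.351) or 4 (0.328) or adult 8L replicate 2 (0.0708), and the call of red blood cells without adult 16L replicate 3 (0.0659). The connective tissue call also ended without juvenile 8L replicate 1 (0.271), juvenile 16L replicate 3 (0.229) or 4 (0.106) or adult 8L replicate 2 (0.0549) or 4 (0.0527), and the neuron call without juvenile 8L replicate 1 (0.187) or juvenile 16L replicate 1 (0.064), 3 (0.158) or 4 (0.0904). Over the 9 juveniles the secretory granule sum was lower in birds with a higher osteoblast sum (Pearson r -0.77, permutation p = 0.00536, adjusted p = 0.0107, all on log2 sums; -0.71 without juvenile 8L replicates 1 and 2, -0.37 without replicates 1 and 5), while Spearman's rho was -0.62 (permutation p = 0.0857, adjusted p = 0.171). The first principal component of log2 CPM held 25.4% of the variance, and its Spearman correlation with the library total over the 19 libraries was -0.91.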
